# SMC Progressively Aligns Chromosomal Arms in *Caulobacter crescentus* but Is Antagonized by Convergent Transcription

**DOI:** 10.1016/j.celrep.2017.08.026

**Published:** 2017-08-29

**Authors:** Ngat T. Tran, Michael T. Laub, Tung B.K. Le

**Keywords:** chromosome organization, structural maintenance of chromosomes, SMC, Hi-C, ChIP-seq, head-on transcription conflicts, chromosome segregation, ParB, *parS*, *Caulobacter*

## Abstract

The structural maintenance of chromosomes (SMC) complex plays an important role in chromosome organization and segregation in most living organisms. In *Caulobacter crescentus*, SMC is required to align the left and the right arms of the chromosome that run in parallel down the long axis of the cell. However, the mechanism of SMC-mediated alignment of chromosomal arms remains elusive. Here, using genome-wide methods and microscopy of single cells, we show that *Caulobacter* SMC is recruited to the centromeric *parS* site and that SMC-mediated arm alignment depends on the chromosome-partitioning protein ParB. We provide evidence that SMC likely tethers the *parS-*proximal regions of the chromosomal arms together, promoting arm alignment. Furthermore, we show that highly transcribed genes near *parS* that are oriented against SMC translocation disrupt arm alignment, suggesting that head-on transcription interferes with SMC translocation. Our results demonstrate a tight interdependence of bacterial chromosome organization and global patterns of transcription.

## Highlights

• *Caulobacter* SMC aligns the two chromosomal arms progressively from *ori* to *ter*
• SMC is loaded at *parS*, and ParB is essential for SMC-mediated arm alignment
• SMC likely functions as a tether to cohese *parS-*proximal DNA together
• Head-on transcription interferes with SMC translocation from *parS*

## Introduction

The chromosomes of all organisms must be compacted nearly three orders of magnitude to fit within the limited volume of a cell. However, DNA cannot be haphazardly packed, and instead, it must be organized in a way that is compatible with numerous cellular processes that share the same DNA template, including transcription, DNA replication, and chromosome segregation. This is particularly challenging in bacteria because these chromosome-based transactions happen concomitantly rather than being separated temporally, as in eukaryotes. Application of microscopy-based analyses of fluorescently labeled DNA loci along with genome-wide chromosome conformation capture assays (Hi-C) have revealed a well-defined, in vivo, three-dimensional organization of bacterial chromosomes (Badrinarayanan et al., 2015a, Le et al., 2013, Umbarger et al., 2011, Viollier et al., 2004). Hi-C provides quantitative information about the spatial proximity of DNA loci in vivo by measuring the frequencies of crosslinking between different regions of the chromosome (Lieberman-Aiden et al., 2009). The first application of Hi-C to bacteria examined the *Caulobacter crescentus* chromosome (Le et al., 2013). Hi-C analysis of *Caulobacter* confirmed the global pattern of chromosome organization: in cells with a single chromosome, the origin of replication (*ori*) is at one cell pole, the terminus (*ter*) is near the opposite pole, and the two chromosomal arms are well-aligned, running in parallel down the long axis of the cell (Le et al., 2013, Viollier et al., 2004; Figure 1A). We discovered that a structural maintenance of chromosomes protein (SMC) is crucial for the alignment of the left and right arm of the chromosome in *Caulobacter* (Le et al., 2013), but how SMC achieves this alignment remains poorly understood.

**Figure 1:**
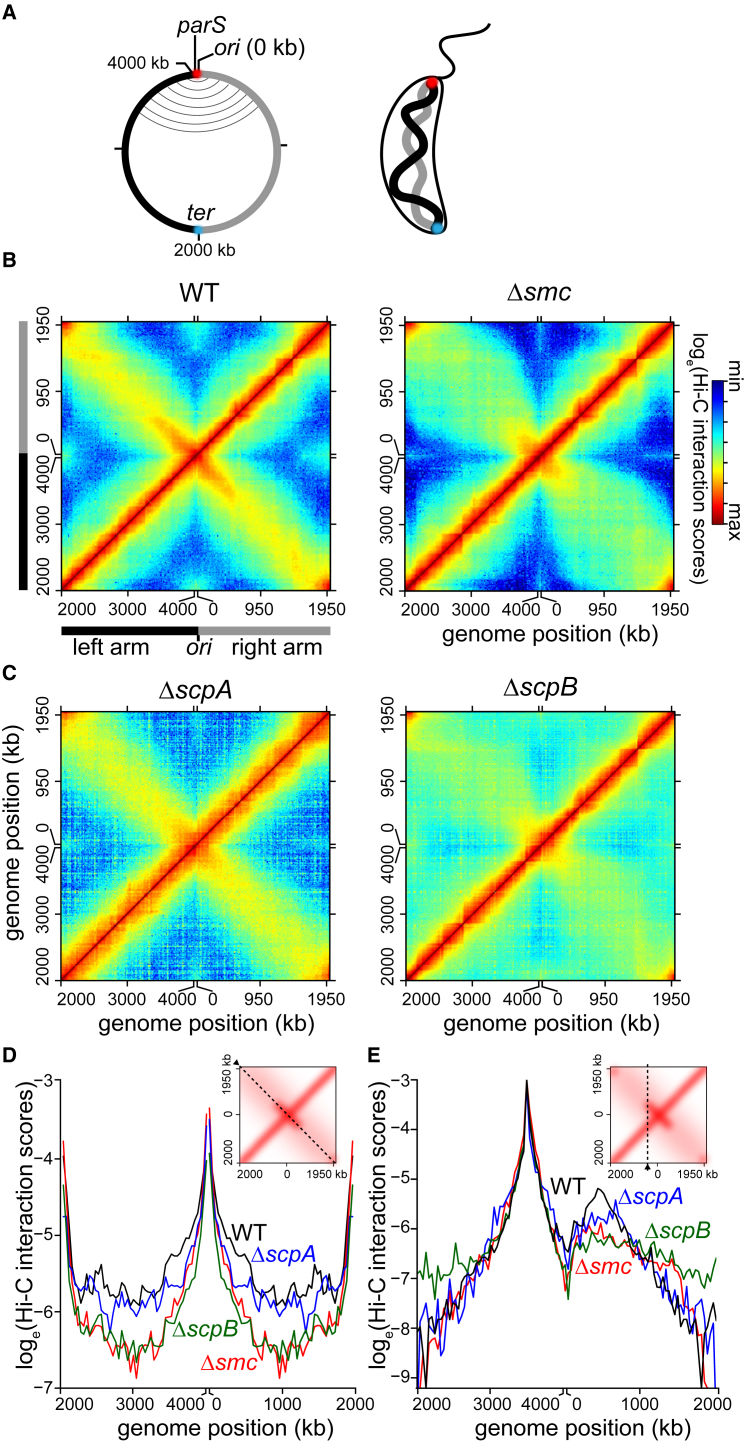
The SMC-ScpA-ScpB Complex Promotes the Alignment of Chromosomal Arms (A) A simplified genomic map of *Caulobacter* showing the origin of replication (*ori*), the *parS* site, and the terminus (*ter*), together with left (black) and the right (gray) chromosomal arms. On the genomic map, aligned DNA regions are presented schematically as gray curved lines connecting the two chromosomal arms. Spatially, *ori* (red) and *ter* (cyan) are at opposite poles, and the two arms run in parallel down the long axis of the cell. (B) Normalized Hi-C contact maps showing the natural logarithm of DNA-DNA contacts for pairs of 10-kb bins across the genome of WT and *Δsmc* cells (Le et al., 2013). (C) Normalized Hi-C contact maps for *ΔscpA* and *ΔscpB* cells. (D) Hi-C interaction scores along the secondary diagonal (black dashed line in the inset) for contact maps of WT, *Δsmc*, *ΔscpA*, and *ΔscpB* cells. Bins near *ori* or near *ter* are dominated by intra-arm instead of inter-arm DNA-DNA interactions due to the circular nature of the chromosome. (E) Hi-C interaction scores along the vertical line (black dashed line in the inset) for contact maps of WT, *Δsmc*, *ΔscpA*, and *ΔscpB* cells.

SMC proteins are widely conserved from bacteria to humans. In eukaryotes, SMC1 and SMC3, together with accessory proteins, form a cohesin complex that holds sister chromatids together until after they achieve bipolar attachment to the mitotic spindle. The related condensin complex, comprised of SMC2, SMC4, and interacting partners, promotes the compaction of individual chromosomes during mitosis. In most bacteria, there is a single SMC composed of an ATPase “head” domain, a dimerization “hinge” domain, and an extended antiparallel coiled-coil region in the middle (reviewed in Nolivos and Sherratt, 2014). Two SMC monomers dimerize and, together with the bacteria-specific proteins ScpA and ScpB, form a tripartite ring that can bring distal DNA segments close together to help organize bacterial chromosomes (Bürmann et al., 2013, Mascarenhas et al., 2002). The topological entrapment of DNA by a ring-shaped SMC complex has been shown for cohesin and condensin and for *Bacillus subtilis* SMC (Cuylen et al., 2011, Ivanov and Nasmyth, 2005, Wilhelm et al., 2015). It is likely that topological entrapment is a general feature of all SMC complexes.

How SMC gets loaded onto DNA and topologically entraps DNA is generally well studied in eukaryotes, but not yet completely understood (reviewed in Uhlmann, 2016). In bacteria, SMC loading, translocation, and DNA entrapment is less well known but likely involves the ParA-ParB-*parS* system (Gruber and Errington, 2009, Lin and Grossman, 1998, Minnen et al., 2011). ParB is a DNA-binding protein that nucleates on a centromere-like *parS* sequence (Mohl and Gober, 1997) and then spreads non-specifically along the DNA, likely forming a large nucleoprotein complex (Breier and Grossman, 2007, Graham et al., 2014). ParA, a Walker-box ATPase, interacts with ParB and is required for the segregation of replicated chromosomes to daughter cells (Figge et al., 2003). In *B*. *subtilis*, ParB loads SMC onto the chromosome mainly at the *ori*-proximal *parS* sites (Gruber and Errington, 2009, Marbouty et al., 2015, Wang et al., 2015). Loaded SMC then translocates from *parS* to distal parts of the chromosome in an ATP hydrolysis-dependent manner (Minnen et al., 2016, Wang et al., 2017). This action is thought to individualize the origins of replicated chromosomes, thereby helping to segregate replicated chromosomes. It has been proposed that *B*. *subtilis* SMC loaded at *parS* translocates the full length of the chromosome to *ter* to promote chromosome arm alignment (Gruber and Errington, 2009, Minnen et al., 2016, Wang et al., 2017). However, chromatin immunoprecipitation with deep sequencing (ChIP-seq) studies indicate that *B*. *subtilis* SMC is most enriched near *ori*, so whether SMC directly promotes arm alignment uniformly across the genome is unclear (Minnen et al., 2016, Wang et al., 2017).

*Caulobacter* harbors both a canonical SMC-ScpA-ScpB complex as well as a ParA-ParB-*parS* system. The ParA-ParB-*parS* complex is essential (Mohl and Gober, 1997). In contrast, *Caulobacter* SMC is not required for survival in laboratory conditions (Le et al., 2013). *Caulobacter* cells lacking SMC grow slightly slower but are not temperature sensitive or prone to accumulating suppressor mutations as originally suggested (Jensen and Shapiro, 1999). Nevertheless, ectopic overexpression of an ATPase-defective *smc* mutant shows a severe defect in sister chromosome segregation in this bacterium, consistent with *Caulobacter* SMC playing a role in chromosome segregation (Schwartz and Shapiro, 2011).

How SMC influences other cellular processes, like transcription, and is, in turn, influenced by these processes is not well understood. In yeast, cohesin is pushed along the chromosome in the same direction as transcription, without dissociating (Ocampo-Hafalla et al., 2016). Similarly, in budding yeast, RNA polymerase can drive the short-range relocation of condensin (D’Ambrosio et al., 2008, Johzuka and Horiuchi, 2007). Whether bacterial RNA polymerase affects SMC has not been systematically investigated. Notably, in almost all bacteria, most genes, especially highly expressed genes, are transcribed from *ori* to *ter* (reviewed in Rocha, 2008). This co-orientation of genes could help push SMC toward *ter*; alternatively, or in addition, genes transcribed in a head-on orientation could antagonize the translocation of SMC.

Here, we use Hi-C and ChIP-seq, together with microscopy-based analysis of single cells to elucidate the role and the mechanism of SMC in the global organization of the *Caulobacter* chromosome. We provide evidence that (1) SMC is required for the progressive alignment of the two chromosomal arms, proceeding in the *ori-ter* direction, (2) *Caulobacter* SMC is loaded onto the chromosome at the *parS* site and ParB is essential for the SMC-mediated arm alignment, (3) *Caulobacter* SMC most likely functions as a tether to actively cohese ∼600-kb *parS-*proximal regions of the chromosomal arms together, and (4) head-on transcription can profoundly disrupt the alignment of chromosomal arms, likely by interfering with SMC translocation from *parS*. Altogether, our results demonstrate a tight interdependence of bacterial chromosome organization and global patterns of transcription.

## Results

### The SMC-ScpA-ScpB Complex Is Required for the Alignment of Chromosomal Arms

*Caulobacter* cells lacking SMC show a dramatic reduction in inter-arm DNA-DNA interactions (Le et al., 2013; Figure 1B). 

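The Hi-C data examined here are 44 contact maps that the authors deposited, each dividing the chromosome into bins of 10 kb. Hi-C counts how often 2 loci are joined by ligation in fixed cells. Every map had already been corrected so that the scores of each bin sum to 1, and the values are fractions written to 4 decimals. The number of ligation products behind each map is unknown. For this experiment there were 3 libraries of WT, 2 of Δ*scpA* and 1 of Δ*scpB*, all from synchronized G1-phase cells. Whether the libraries came from independent cultures is not stated in the labels. Inter-arm contacts were read on the secondary diagonal, where each bin of the right arm is paired with the bin of the left arm at the same distance from *ori*. The natural logarithm (ln) of the scores was averaged over positions 50 to 600 kb from *ori*, with a zero score replaced by 0.5 of the smallest nonzero score of its map. Between 0.00123% and 6.58% of the scores in a library were zero. A second measure, the contrast of the diagonal, took the 3 pixels on the diagonal minus pairs of loci of the same separation shifted by 100 to 200 kb, at 200 to 600 kb from *ori*. It was added after the maps had been seen. Differences between groups with at least 2 libraries each were tested with two-sided exact permutation tests.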

To test whether the *Caulobacter* ScpA and ScpB homologs are also required for inter-arm interactions, we generated Hi-C contact maps for homogeneous G1-phase populations of Δ*scpA* and Δ*scpB* cells (Figures 1B and 1C). We divided the *Caulobacter* genome into 10-kb bins and assigned to corresponding bins the interaction frequencies of informative ligation products. Interaction frequencies were visualized as a matrix, with each matrix element, *m*_*ij*_, indicating the natural logarithm of the relative interaction frequency of DNA loci in bin *i* with those in bin *j*. To emphasize the *ori*-proximal region, we oriented the Hi-C contact maps such that the *ori* (0 kb or 4,043 kb) is at the center of the x and y axis and the left and the right chromosomal arm are on either side (Figures 1B and 1C).

On the contact map of wild-type (WT) *Caulobacter*, the primary and high-interaction diagonal represents interactions between DNA on the same arm of the chromosome, i.e., intra-arm contacts, whereas the less prominent secondary diagonal represents DNA-DNA interactions between opposite arms, i.e., inter-arm contacts (Figure 1B). The diagonal pattern of inter-arm contacts on a Hi-C map indicates that each locus on one chromosomal arm interacts with a locus roughly equidistant from the *ori* on the opposite arm, reflecting a global alignment of the chromosomal arms. Consistent with our previous studies (Le et al., 2013), the inter-arm interactions are significantly reduced in a Δ*smc* strain. 

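Inter-arm contacts were lower in Δ*scpB* cells than in every WT library. The mean ln score over positions 50 to 600 kb from *ori* was −5.72 in the single Δ*scpB* library and −5.03 ± 0.0573 (SD, n = 3) in WT. The difference of −0.684 exceeded the spread of the WT libraries. Scores between 600 and 1500 kb also fell by 0.642, so that the level of the proximal part relative to the distal part changed little (−0.0414). The contrast of the diagonal against pairs of the same separation was 0.279 in Δ*scpB* and 0.8001 ± 0.0297 (SD, n = 3) in WT. For loci of the same arm 100 to 500 kb apart, the mean ln score was −5.70 in Δ*scpB* and −5.76 ± 0.0190 (SD, n = 3) in WT. This difference of 0.0589 turned to −0.115 when the map background was subtracted.

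**Figure D1:**
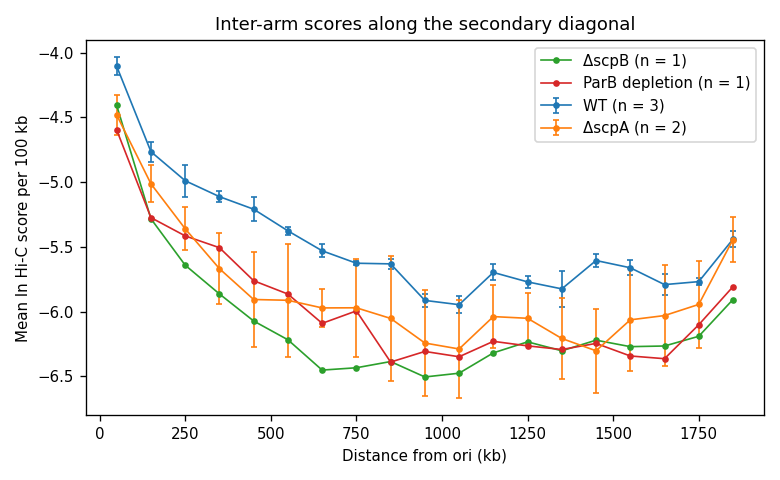
Mean ln Hi-C score per 100 kb along the secondary diagonal against the distance from *ori* in kb; bars are SD where there is more than 1 library. The Δ*scpA*, Δ*scpB* and ParB-depleted libraries lie below WT up to 600 kb and beyond.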

The Hi-C map for Δ*scpB* revealed a similar decrease in inter-arm interactions, with no strong or obvious change in intra-arm interactions (Figures 1C–1E). 

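Both Δ*scpA* libraries had lower inter-arm scores than every WT library, but they differed from each other. Replicate 1 had a mean ln score of −5.31 and replicate 2 one of −5.68; together they averaged −5.50 ± 0.261 (SD, n = 2), which is −0.460 relative to WT. An exact permutation test (two-sided) of 2 libraries against 3 gave p = 0.1, the smallest that this design allows. This difference was −0.276 without replicate 2 and −0.645 without replicate 1. Both Δ*scpA* libraries lay above the single Δ*scpB* library at −5.72. The size of the gap to Δ*scpB*, not its direction, depends on which Δ*scpA* library is taken. Distal scores were lower by 0.398 as well, and the level of the proximal part relative to the distal part differed from WT by −0.0624 (exact permutation test, two-sided, p = 0.6). The contrast of the diagonal was 0.388 and 0.303 in these libraries. Contacts within an arm rose by 0.324, to −5.44. Across 185 positions between 50 and 1900 kb, limma called 0 positions at an adjusted p under 0.05 and 50 at an unadjusted p under 0.05. It called 72, all lower, when 5 pixels across the diagonal were averaged. The median difference over the positions was −0.483 without replicate 1 and −0.171 without replicate 2.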

The Hi-C map for Δ*scpA* also exhibited a decrease in inter-arm interactions, though not nearly as significant as for Δ*smc* and Δ*scpB* (Figures 1C–1E). These data are consistent with ScpA and ScpB forming a complex with SMC that promotes the co-linearity of chromosomal arms in *Caulobacter*.

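Relative to each other, the maps without the kleisin subunit ScpA and its partner ScpB shared a lower contrast of the secondary diagonal than any WT library, whose values ran from 0.766 to 0.821. The paper sets the reduced inter-arm scores beside a model in which ScpA and ScpB form a complex with SMC that promotes arm alignment.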

### ParB Induces a Progressive Alignment of Chromosomal Arms from *ori* to *ter*

In Gram-positive bacteria, such as *B. subtilis* and *Streptococcus pneumoniae*, SMC is loaded onto the chromosome by ParB at *ori*-proximal *parS* sites (Gruber and Errington, 2009, Minnen et al., 2011). 

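ParB, which binds *parS*, was depleted in a strain whose only *parB* copy is under the xylose-inducible promoter. The map examined here is 1 library of cells kept in 0.2% glucose for 5 hr, which were not synchronized, while the 3 WT libraries used beside it were. Scores were processed as for the Δ*scp* maps.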

To test whether this mechanism is conserved in *Caulobacter*, a Gram-negative bacterium, we used a strain where ParB, which is essential for viability, can be depleted. The promoter of *parB* at its native chromosomal locus was replaced with a xylose-inducible promoter, P_*xyl*_. Cells grown to exponential phase in the presence of xylose were then washed free of xylose and incubated for five hours in a rich medium supplemented with glucose to inhibit P_*xyl*_ activity. Immunoblot analysis with an α-ParB antibody indicated ∼2.5-fold decrease in ParB concentration after the five hours in glucose (T = 0 min; Figure S1A). The contact map of ParB-depleted cells exhibited a clear reduction in inter-arm contacts, similar to Δ*smc* cells, indicating a role of ParB in maintaining chromosomal arm alignment, possibly by loading SMC onto DNA (Figures 2A and 2B).

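Inter-arm contacts fell in ParB-depleted cells. Over the proximal positions the mean ln score was −5.51, below the WT range of −5.07 to −4.97, with a difference of −0.473 from the WT mean. The contrast of the diagonal was 0.502, with a difference of −0.298. Distal scores fell by 0.513 at the same time, and the proximal part relative to the distal part was 0.0399 higher than in WT. Contacts within an arm differed by −0.0364. From the loss of inter-arm contacts, the paper infers a role of ParB in maintaining arm alignment, possibly by loading SMC.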

**Figure 2:**
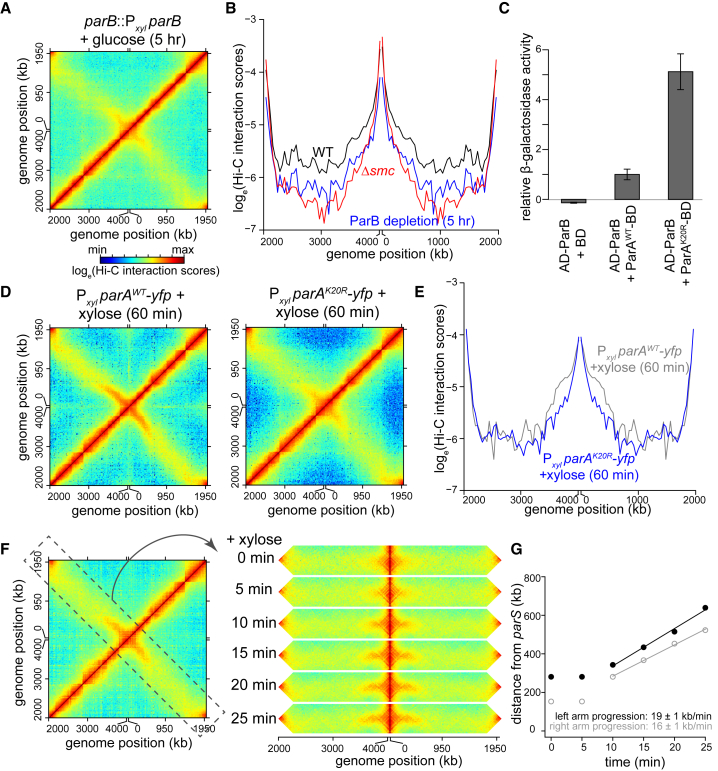
ParB Is Required for the Progressive Alignment of Chromosomal Arms by SMC (A) Normalized Hi-C maps for *parB::*P_*xyl*_*parB* cells 5 hr after starting the depletion experiment. (B) Hi-C interaction scores along the secondary diagonal for contact maps of WT (black), *Δsmc* (red), and *parB::*P_*xyl*_*parB* cells (blue) 5 hr after starting the depletion experiment. (C) Yeast two-hybrid assay to compare ParB-ParA^WT^ interaction to that of ParB-ParA^K20R^. The β-galactosidase activity was assayed for each strain and is presented relative to the value obtained for the ParB-ParA^WT^ interaction. Error bars represent SD from four biological replicates. (D) Normalized Hi-C maps for cells overexpressing *parA*^*WT*^*-yfp* and *parA*^*K20R*^*-yfp* after adding xylose for 1 hr. (E) Hi-C interaction scores along the secondary diagonal for contact maps of cells overexpressing *parA*^*WT*^*-yfp* (gray) and *parA*^*K20R*^*-yfp* (blue) after adding xylose for 1 hr. (F) A time-resolved Hi-C for cells that are replenishing of ParB. Time after adding back xylose was indicated next to each Hi-C strip. For presentation purposes, the secondary diagonal (black dashed box) was rotated and laid out horizontally. (G) Analysis of the progression of chromosomal arm alignment. The extent of DNA alignment at each time point after adding back xylose was plotted for each chromosomal arm. The black and gray lines are linear best fit lines for data from time point 10 min to 25 min.

As with *B*. *subtilis* SMC (Gruber and Errington, 2009, Wang et al., 2015), the *Caulobacter* SMC complex may be recruited and loaded onto DNA via a direct interaction with ParB. If so, we reasoned that overexpressing a strong ParB-interacting protein might prevent interactions with SMC and, in turn, disrupt alignment of the chromosomal arms. To test this hypothesis, we performed Hi-C on cells overexpressing a YFP-tagged variant of ParA harboring a K20R substitution. 

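The data here are 3 Hi-C libraries labelled ParA(K20R) and 3 labelled ParA(WT), from cells that were not synchronized and had 0.3% xylose for 60 min. The label of ParA(K20R) replicate 1 carries a second strain number, and the library was placed by its title. Replicate 1 of both strains stood apart from the others in contacts between loci 20 to 100 kb apart. These short-range ln scores were −4.17 and −4.19 in replicate 1 of ParA(K20R) and ParA(WT), and ran from −4.93 to −4.74 in the other libraries. Values are therefore also given within replicate 1 and within replicates 2 and 3.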

ParA(K20R) is defective in ATP binding but binds ParB more tightly than ParA (WT), at least in a yeast two-hybrid assay (Figure 2C; Shebelut et al., 2010). 

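In these files the libraries labelled ParA(K20R) had higher inter-arm scores than those labelled ParA(WT). Proximal scores averaged −5.26 ± 0.154 (SD, n = 3) with ParA(K20R) and −5.46 ± 0.0898 (SD, n = 3) with ParA(WT) in ln units, a difference of 0.194. Every ParA(K20R) library lay above every ParA(WT) library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The difference was 0.297 within replicate 1 and 0.142 within replicates 2 and 3. It was 0.106 without ParA(K20R) replicate 1. Between 50 and 600 kb from *ori*, 46 positions were higher and 9 lower with ParA(K20R). Along the whole diagonal, 110 were higher and 75 lower, with a mean difference of 0.0491 over these 185 positions. With limma, 0 of these positions passed an adjusted p of 0.05 and 11 an unadjusted p under 0.05, and every alternative setting also gave 0. Distal scores differed by 0.0143. Other measures kept the direction, but the groups overlapped. Over 100 to 400 kb the difference was 0.190 (exact permutation test, two-sided, p = 0.3). In contrast of the diagonal it was 0.232 (exact permutation test, two-sided, p = 0.3). There ParA(K20R) replicates 2 and 3 (0.433 and 0.4125) lay below ParA(WT) replicate 1 (0.455).

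**Figure D2:**
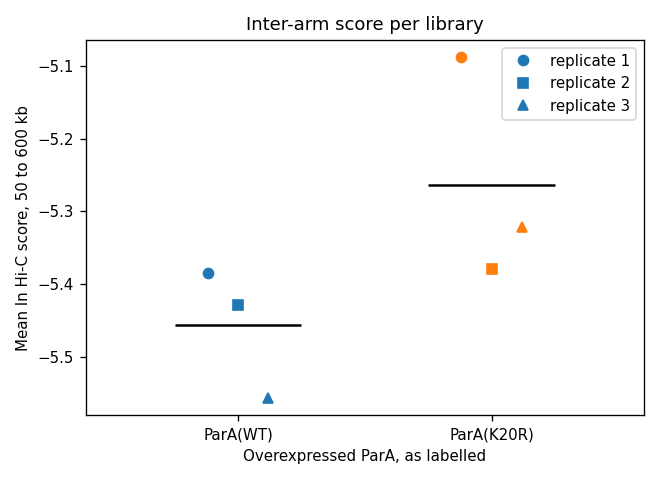
Mean ln Hi-C score over positions 50 to 600 kb from *ori* for each library, by the ParA variant as labelled; marker shapes give the replicate and lines the group means. The 3 ParA(K20R) libraries lie above the 3 ParA(WT) libraries.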

The Hi-C contact map for a strain overexpressing ParA(K20R) showed a modest but significant decrease in chromosomal arm alignment compared to a control strain overexpressing ParA (WT) (p < 10^−12^; paired Student’s t test; Figures 2D, 2E, S1B, and S1C). This result reinforces our conclusion that ParB is required for the SMC-mediated alignment of chromosomal arms in *Caulobacter*.

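ParB was replenished with 0.3% xylose after depletion, and 1 Hi-C library was made at each of 0, 5, 10, 15, 20 and 25 min, as the labels give the times. With 1 library per time, differences between neighbouring times have no error. The position of the alignment front was sought with 3 rules, of which 1 had been planned. That rule required the gain in ln score over 0 min along the ridge to stay above 2 SD of distal gains, and it found no front at any time. The same rule on smoothed scores also gave none. The last rule used the mean of 11 pixels across the diagonal, starting within 200 kb of *ori*.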

To investigate the directionality and dynamics of chromosome arm alignment, we again depleted ParB by growing cells in rich medium with glucose for 5 hr and then added back xylose to induce ParB de novo. Samples were taken 0, 5, 10, 15, 25, and 30 min after xylose addition for Hi-C analysis. Immunoblot analysis with α-ParB antibody showed gradual accumulation of new ParB after adding back xylose (Figure S1A). At the 0- and 5-min time points, we observed very little inter-arm interaction, as above (Figures 2F, S1D, and S1E). However, over time, the inter-arm interactions increased, beginning close to *ori* and *parS* and then extending toward *ter* (Figures 2F, 2G, S1D, and S1E). 

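At 0 and 5 min the secondary diagonal was weak. Its contrast was 0.269 at 0 min and 0.290 at 5 min, both below every WT library. The mean ln scores over the proximal positions were −5.53 and −5.51. The separate library of this strain after 5 hr in glucose had a contrast of 0.502, so libraries of depleted cells differ in this measure.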

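Inter-arm contacts rose from 10 min on, and the rise reached farther from *ori* at later times. The contrast of the diagonal was 0.433 at 10 min, 0.511 at 15 min, 0.601 at 20 min and 0.617 at 25 min, still below WT. The value at 15 min lay close to the 0.502 of the separate depleted library. Between 200 and 300 kb from *ori* the mean ln score went from −5.60 at 0 min to −5.23 at 10 min. Between 400 and 500 kb it was −5.78 at 0 min, −5.72 at 10 min and −5.52 at 20 min. Between 600 and 700 kb it moved from −5.93 to −6.03 over the 25 min.

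**Figure D3:**
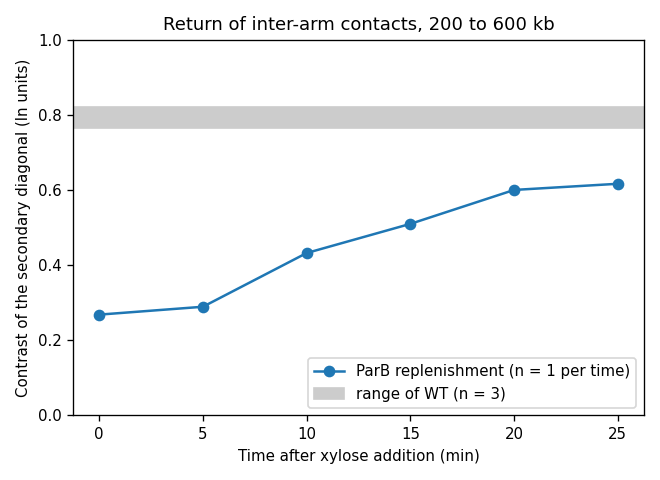
Contrast of the secondary diagonal in ln units against the time after xylose addition in min, 1 library per time; the grey band is the range of the WT libraries. The contrast rises from 0.269 to 0.617 and stays below the band.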

The two arms aligned directionally at a rate of ∼19 kb per minute and ∼16 kb per minute for the left and right arm, respectively (Figures 2F and 2G). These data are consistent with a model in which SMC is loaded by ParB, likely at *ori/parS*, and then translocates down the arms toward *ter*, driving their alignment. Nevertheless, we cannot formally exclude the possibility that ParB might have additional, SMC-independent roles in chromosomal arm alignment.

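By the rule on the band of pixels, the front of the rise in inter-arm contacts lay at 155 kb from *ori* at 10 min, 445 kb at 15 min, 485 kb at 20 min and 555 kb at 25 min. A straight line through these points had a slope of 24.8 ± 8.00 kb per min (standard error) for both arms together. The slope was 11.0 kb per min without the 10 min library, so it rests on that library. With the map background subtracted, the front was already at 445 kb at 10 min, then at 455, 565 and 565 kb, and the slope was 9.40 kb per min. A threshold of 3 SD placed the front at only 115 kb and 135 kb at the last times. Separate rates for the left and right arm were not obtained. From the spread of contacts with time, the paper proposes that SMC is loaded by ParB and moves down the arms.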

The *parS* site is ∼8 kb from *ori* in *Caulobacter* (Toro et al., 2008). To directly test the model that SMC is loaded onto DNA at *parS* sites, we inserted a 260-bp DNA fragment containing a *parS* site either at +1,800 kb or +2,242 kb from *ori* (Figure S2A). We verified that this ectopic *parS* site was sufficient to recruit ParB, using ChIP-seq analysis of ParB, which binds to the native *parS* site (Figure S2B). 

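CFP-ParB was mapped by ChIP-seq, which sequences DNA bound by a protein, in 1 library each of cells with *parS* inserted at +1800 kb, at +2242 kb and without an insertion. The authors deposited the read coverage (the signal) at each base, with means of 69.4, 71.8 and 45.7. It was summed in 1-kb bins and scaled to each library's total signal, in the paper's unit RPKPM. ParB accumulated at each ectopic site. The highest bin within 10 kb of the site was 33142 RPKPM at +1800 kb, between 1796 and 1797 kb, and 26018 RPKPM at +2242 kb. Without the insertion the same places held at most 134.6 and 151.6 RPKPM. The native *parS*, whose ParB signal was highest at 4035384 nt, gave 92065 and 98791 RPKPM in the strains with an insertion and 82241 without.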

We then performed Hi-C on the strain harboring the additional *parS* site and observed a new secondary diagonal, emanating from the approximate position of the ectopic *parS* site (Figure S2C). 

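A Hi-C library of each strain from synchronized cells was examined at pairs of bins 30 to 150 kb to either side of the insertion, beside the WT libraries at the same pairs. Contacts across the inserted site were higher than in WT. At +1800 kb the ln score averaged −4.56 with the insertion and −4.84 ± 0.0448 (SD, n = 3) in WT, a difference of 0.277. At +2242 kb it was −4.74 and −5.09 ± 0.0355 (SD, n = 3), a difference of 0.352. Restricted to 30 to 80 kb, the differences were 0.00878 and 0.0930. Around 167 other places of the same maps, over 600 kb from the insertion and from *ori*, the same difference averaged −0.0492 ± 0.0897 (SD over places) and −0.0253 ± 0.0759, and no place reached the value at the insertion. This comparison was added after the values had been seen. With its other results, the paper places the new diagonal in a model where SMC is loaded by ParB at *parS*.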

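Farther from the inserted *parS* the excess over WT between 150 and 300 kb was 0.441 in ln score at +1800 kb and 0.702 at +2242 kb. Of 167 other places of the same maps 30 reached this value in the first map and 0 in the second. Between 300 and 600 kb the excess was 0.304 and 0.241, below the mean of 0.503 and 0.419 around the other places, so it is not specific to the inserted sites there.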

The extent of alignment from this ectopic site was less than that associated with the original *parS*, an issue examined in depth below. Taken together, our results support a model in which ParB loads SMC at *parS* sites, leading to the subsequent progressive alignment of flanking DNA.

### SMC Promotes DNA Alignment Most Effectively for *parS*-Proximal Genomic Regions

After being loaded at *parS* sites, SMC likely translocates down the chromosomal arms to drive their alignment. However, the extent of inter-arm interactions was not uniform across the entire chromosome, indicating that each loaded SMC complex may not travel the entire length of the chromosome. In fact, we noted that, in WT cells, inter-arm interactions reduced gradually away from *parS*, leveling out after ∼600 kb in either direction (Figure 1D). These observations suggested that SMC is not uniformly distributed across the chromosome and instead may be enriched in the regions showing highest inter-arm interactions. To test this hypothesis, we first used ChIP-seq to map the genome-wide distribution of epitope-tagged SMC. 

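In WT the inter-arm scores fell with distance from *ori* and then levelled out. A fit of 2 straight lines to the mean ln score between 50 and 1500 kb placed the break at 980 kb, with 985, 980 and 935 kb in the single libraries. Ending the fit at 1200 kb moved it to 1020 kb. The ParB replenishment map at 0 min, with a contrast of only 0.269, also broke at 985 kb. The break therefore does not by itself measure how far alignment reaches.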

We fused the SMC-encoding gene to a FLAG tag at the N terminus and placed this allele downstream of P_*xyl*_ on a medium-copy-number plasmid. We then performed Hi-C on *Δsmc* cells that produced this FLAG-tagged SMC via leaky expression from P_*xyl*_ (Figure S3A). 

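Hi-C maps of Δ*smc* cells carrying *flag-smc* under the xylose promoter were examined at 0, 15, 30 and 60 min of xylose, 1 library each. These cells were not synchronized, unlike the WT libraries set beside them.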

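Cells with leaky FLAG-SMC had inter-arm scores within the WT range. Without xylose the proximal ln scores averaged −5.004, which is 0.0301 from the WT mean. Over 100 to 400 kb the difference was 0.139, and the contrast of the diagonal was 1.06, higher than in any WT library.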

Chromosomal arm alignment was comparable to the WT level (Figures S3B and S3C), indicating that FLAG-SMC is functional. 

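With xylose the mean ln score was −4.989 at 15 min, −5.02 at 30 min and −5.04 at 60 min, the last a change of −0.0313 from 0 min. The contrast of the diagonal was 0.975 at 15 min, 0.884 at 30 min and 0.880 at 60 min.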

Overproducing FLAG-SMC in the *Δsmc* background by adding xylose did not extend arm alignment beyond the WT level (Figures S3B and S3C). 

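FLAG-SMC was mapped by α-FLAG ChIP-seq in WT, Flip 1-5 and Flip 2-5 backgrounds, 1 library each, with an untagged library of the same background as control. The mean deposited signal per base was 115.8 and 128.9 for FLAG-SMC and the control in WT, 143.4 and 75.7 in Flip 1-5, and 99.5 and 42.5 in Flip 2-5. The cultures were not synchronized. Signal was summed in 1-kb bins and scaled to each library's total, and FLAG-SMC was divided by its control. Bins under 25% of the median control bin were left out. With 1 library per strain no test between strains was made. The spread of windows of the same size 600 to 1600 kb from *ori* is given instead.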

We performed α-FLAG ChIP-seq with the *Δsmc* P_*xyl*_*-flag-smc* strain. As a negative control, we performed α-FLAG ChIP-seq on WT *Caulobacter*, i.e., cells with untagged SMC (Figure S3D). 

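SMC was enriched at *parS* in the WT background. The highest 1-kb bin within 5 kb of *parS* had a FLAG-SMC to untagged ratio of 1.53, and the bins within 5 kb averaged 1.29. The FLAG-SMC library alone, over its median bin, gave 2.33 at this peak.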

Although only a small percentage of ChIP DNA is enriched by FLAG-SMC, we observed a clear enrichment of SMC-bound DNA near the *parS* site (Figure 3A), consistent with SMC loading at *parS*. SMC decreases in enrichment away from *parS* but is enhanced close to the *ter* area (Figure 3A; Discussion). 

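The SMC ratio in WT declined away from *parS* and was higher again near *ter*. It averaged 1.10 at 5 to 50 kb from *parS*, 1.08 at 50 to 150 kb, 1.05 at 150 to 350 kb, 0.996 at 350 to 600 kb and 0.967 at 600 to 1600 kb. Around *ter*, from +1800 to +2200 kb, the mean ratio was 1.06 ± 0.0493 (SD over bins). The rise near *ter* is that after division by the control. The FLAG-SMC library alone differed there by −0.188 from mid-arm, in units of its median bin. That value is not corrected for differences in the amount of DNA along the chromosome of these unsynchronized cells. It is therefore no second estimate of enrichment.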

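At highly transcribed genes, the FLAG-SMC library alone was raised in WT, while its ratio to the untagged control was not. For the 50 genes with the highest RpoC signal the median FLAG-SMC signal was 1.10 of the median bin, beside 0.994 for the 4029 genes outside rRNA and tRNA that had a value. Divided by the control, the medians were 0.999 and 0.992.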

We also noted the enrichment of SMC at highly transcribed genes (Figures 3A and 3B), most likely as an artifact of non-specific immunoprecipitation (Teytelman et al., 2013).

**Figure 3:**
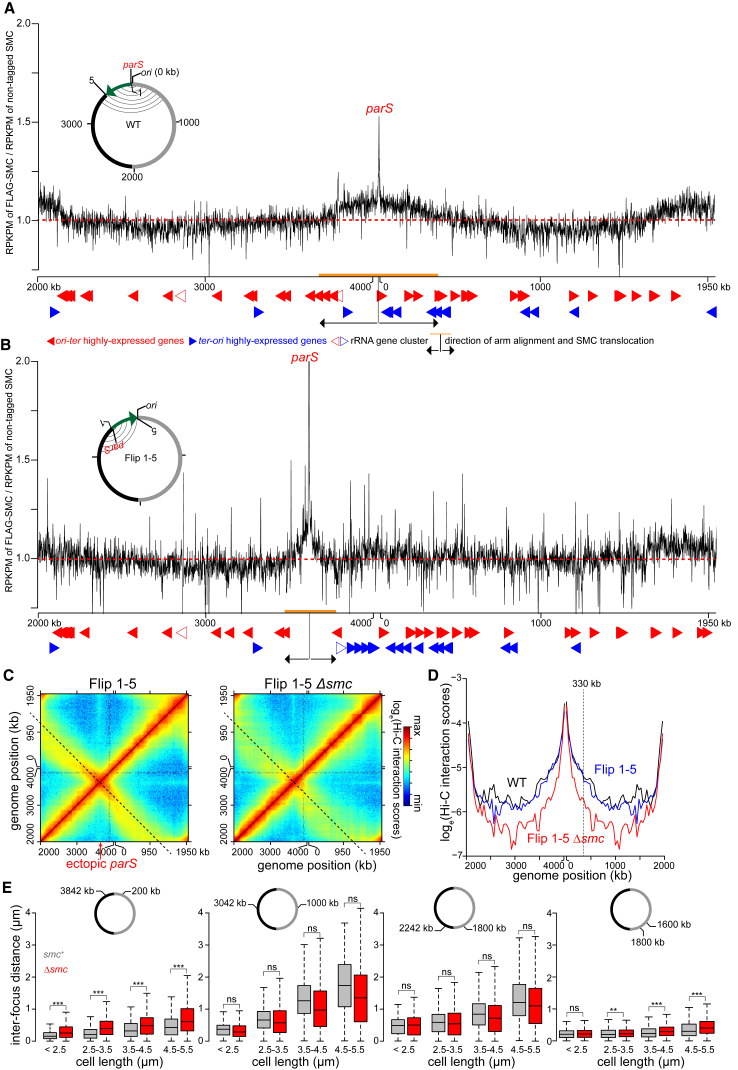
SMC Is Enriched at the *parS* Site and Promotes DNA Alignment Most Effectively for *parS*-Proximal Regions (A) The distribution of FLAG-tagged SMC on WT *Caulobacter* chromosome. ChIP-seq signals were reported as the number of reads within every 1-kb bin along the genome (RPKPM) in the ChIP fraction of FLAG-tagged SMC divided by untagged SMC. The dashed red line shows y axis value at 1. Below the ChIP-seq profile is the position of highly expressed genes that transcribe in the *ori-ter* (solid red arrows) or *ter-ori* (solid blue arrows) direction. The positions of rRNA gene cluster are indicated with open red or blue arrows. The direction and extent of SMC translocation from *parS* site were shown as black arrows and orange bar, respectively. A schematic genomic map of *Caulobacter* showing the position of *parS* (red) and *ori* are presented in the inset. The inverted DNA segment (green arrow) is indicated together with the end points of the inversion (1 and 5). On the genomic map, aligned DNA regions, as observed by Hi-C, are presented schematically as gray curved lines connecting the two chromosomal arms. (B) The distribution of FLAG-tagged SMC on the chromosome of Flip 1-5 *Caulobacter*. (C) Normalized Hi-C maps for the Flip 1-5 and Flip 1-5 *Δsmc* cells. (D) Hi-C interaction scores along the secondary diagonal for contact maps of WT (black), Flip 1-5 (blue), and Flip 1-5 *Δsmc* cells (red). The Hi-C interaction scores along the secondary diagonal of Flip 1-5 and Flip 1-5 *Δsmc* cells (black dashed lines in C) were shifted to the same position as that of WT to enable comparison between strains. The vertical black dashed line at ∼330 kb away from *ori* shows the position where Hi-C interaction scores along the secondary diagonal start to reduce in Flip 1-5 strain in comparison to WT. (E) Inter-focus distances expand differentially in elongated *Caulobacter* cells, depending on their genomic locations. Pairs of DNA loci were labeled with YFP-ParB^pMT1^/*parS*^pMT1^ and mCherry-ParB^P1^/*parS*^P1^ near *ori* (+200 kb and +3,842 kb), at the middle of each arm (+1,000 kb and +3,042 kb), near *ter* (+1,800 kb and +2,242 kb), or on the same arm (+1,600 kb and +1,800 kb). Boxplots show the distribution of inter-focus distances for cells of different sizes with SMC (gray) or without (red) SMC. Asterisks indicate statistical significance (^∗∗∗^p < 0.001; ns, not significant; one-tailed Student’s t test; null hypothesis: inter-focus distance in *Δsmc* is greater than in WT cells).

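From +3680 kb through *ori* to +345 kb the SMC ratio in WT averaged 1.07 ± 0.0562 (SD over bins), against 0.973 ± 0.0446 in the rest of the chromosome with the surroundings of *ter* left out. Across the 119 bins of 10 kb within 600 kb of *parS*, the ratio and the ln inter-arm score had a Pearson correlation of 0.743 and a Spearman correlation of 0.832. Neighbouring bins are not independent, so no p is given. Over all 404 bins with a value the Pearson correlation was 0.540.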

Notably, FLAG-tagged SMC was enriched above background in a region overlapping *parS* that extended from approximately +3,680 kb to +345 kb, the same approximate region that shows the most extensive inter-arm alignment by Hi-C (Pearson’s correlation coefficient = 0.75; p < 10^−12^; Figures 3A and S4A). We could not detect significant enrichment of FLAG-tagged SMC beyond this *parS*-proximal region, indicating that SMC is either not appreciably bound to *parS-*distal regions of the chromosome or its association drops below our limit of detection with ChIP-seq. 

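Beyond the *parS*-proximal region the SMC ratio was lower at mid-arm and not around *ter*. At 600 to 1600 kb from *parS* it averaged 0.967 ± 0.0438 (SD over 1-kb bins) in the WT library, while the mean around *ter* was 1.063, close to the 1.067 of the proximal region. Both are values after division by the control. The FLAG-SMC library alone, which is not corrected for the amount of DNA, was lower around *ter* than at mid-arm, by 0.188 of its median bin.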

In either case, we conclude that (1) SMC is not uniformly distributed across the genome and (2) the enrichment of SMC correlates with the extent of chromosome arm alignment at the *ori*-proximal region.

To further test the relationship of SMC enrichment and the alignment of flanking DNA, we generated a strain bearing a relatively large inversion (involving genomic DNA normally between +3,611 and +4,038 kb) such that *parS* is relocated ∼427 kb away from *ori*; this strain is referred to as the Flip 1-5 strain (Figure 3B). ChIP-seq of FLAG-tagged SMC in the Flip 1-5 inversion strain showed an enrichment of DNA surrounding the relocated *parS* site at a peak level comparable to the *ori*-proximal *parS* (Figures 3A and 3B), further supporting the conclusion that SMC is loaded at *parS* and that SMC enrichment near *parS* is independent of *ori*.

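SMC was enriched at the relocated *parS* of Flip 1-5. The inversion between +3,611 and +4,038 kb moves *parS* to 3614171 nt. The highest bin within 5 kb of the relocated site had a ratio of 3.12, and these bins averaged 1.98 ± 0.633 (SD over bins). The ratio was 1.12 at 5 to 50 kb, 1.01 at 50 to 150 kb and 0.982 at 150 to 350 kb. For the FLAG-SMC library alone the peak was 3.61. From the enrichment at the relocated site, the paper concludes that SMC is loaded at *parS* and that this does not depend on *ori*.

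**Figure D4:**
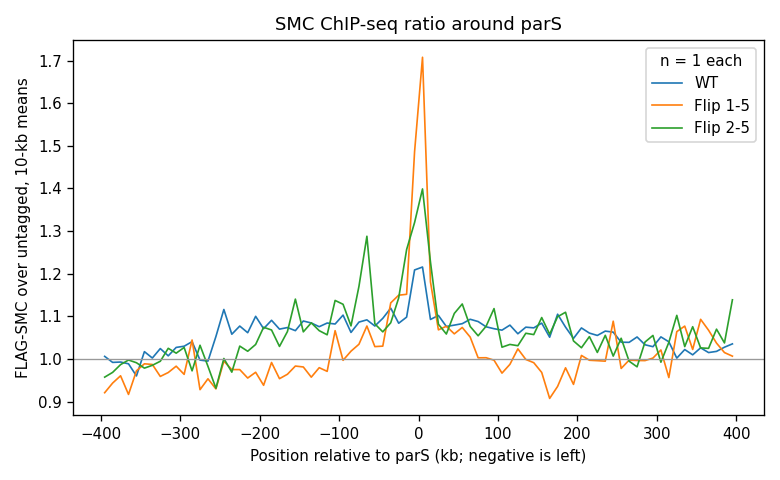
FLAG-SMC signal over the untagged control in 10-kb means against the position relative to *parS* in kb, 1 library per strain. All 3 strains peak at *parS*.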

The Hi-C contact map of the Flip 1-5 inversion strain also showed a secondary diagonal (Figures 3C and S5A). However, the starting point of the flanking DNA alignment was shifted and coincided with the genomic position of the relocated *parS* (Figures 3C and S5A). This ectopic arm alignment was reduced dramatically in the absence of *smc* (Figures 3C and 3D), indicating that arm alignment in the Flip 1-5 strain still depends on SMC. 

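Flip 1-5 was represented by 4 Hi-C libraries and Flip 1-5 Δ*smc* by 1, from synchronized cells. The secondary diagonal was read around the 10-kb bin of the relocated *parS* instead of *ori*. On that axis the ln score over 50 to 600 kb averaged −5.20 ± 0.134 (SD, n = 4), a difference of −0.166 from WT on its own axis (exact permutation test, two-sided, p = 0.114, where 0.0286 is the smallest possible). Distal scores were lower by 0.460, and relative to them the difference turned to 0.294 (exact permutation test, two-sided, p = 0.0286). limma called 0 of the positions at an adjusted p under 0.05 and 41 at an unadjusted p under 0.05. At the adjusted threshold it called 17 without Flip 1-5 replicate 1, 8 with a variance trend, and 41, all lower, with 5 pixels averaged.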

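The starting point of the alignment moved with *parS*. Around the relocated *parS* the contrast of the diagonal in Flip 1-5 was 0.601 ± 0.1199 (SD, n = 4), while around *ori* it was −0.134 ± 0.0902 (SD, n = 4). In WT it was −0.284 ± 0.0518 (SD, n = 3) around the place of the relocated site, where WT has no *parS*.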

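Without *smc* the diagonal of Flip 1-5 was weaker but not absent. Around the relocated *parS* the mean ln score was −5.62 in the single Flip 1-5 Δ*smc* library, a difference of −0.425 from Flip 1-5. The contrast fell by 0.398, to 0.202, while around *ori* it was −0.143 in the same Δ*smc* library.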

For the Flip 1-5 strain, the inter-arm alignment was again strongest in a limited region around *parS*, extending approximately 330–420 kb in each direction (Figures 3D and S5B). 

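The scores around the relocated *parS* levelled out nearer to it than those around *ori* in WT. A fit of the kind used for WT placed the break for Flip 1-5 at 650 kb from *parS*. Single libraries gave 580, 615, 705 and 845 kb.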

The extent of arm alignment in the Flip 1-5 strain was reduced compared to WT cells (∼600 kb), consistent with the reduced region showing SMC enrichment by ChIP-seq (Figures 3B and S4B).

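Close to *parS* the Flip 1-5 scores followed WT, and farther out they fell below it. They left the WT profile at 285 kb, taken as the distance from which the running mean stayed over 2 WT SD below WT for 5 bins. A rule of 3 SD gave 345 kb, and leaving out 1 library at a time gave 275 to 415 kb.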

Collectively, the data presented thus far suggest that SMC loaded at *parS* may only translocate a limited distance down the chromosome. If so, we predicted that if the chromosome expanded, as occurs in elongating, G1-arrested cells, then *parS*-proximal regions would (1) remain better aligned than other chromosomal regions and (2) exhibit a stronger dependence on *smc* for alignment (Figure S5C). To test this model, we fluorescently labeled pairs of DNA loci, at equivalent distances from *ori*, but on opposite arms of the chromosome, using an orthogonal ParB/*parS* system (Badrinarayanan et al., 2015b). A pair of DNA loci were engineered at +200 kb and +3,842 kb, i.e., within the *parS-*proximal domain showing strongest SMC enrichment and highest inter-arm Hi-C values. Another pair of DNA loci was labeled in the middle of each arm (+1,000 kb and +3,042 kb). And finally, to investigate chromosomal arm alignment near *ter*, a pair of DNA loci at +1,800 kb and +2,242 kb were fluorescently labeled. We then measured, for each pair of loci, inter-focus distances in a population of otherwise WT and Δ*smc* cells (Figure 3E). To allow cells to elongate and expand their chromosomes, we measured inter-focus distances in cells where the only copy of *dnaA* was driven by a vanillate-regulated P_*van*_ promoter. Washing cells free of vanillate produced a population of cells that each contained just one copy of the chromosome and continued to grow but were unable to divide, leading to an elongated cell where the chromosome fills the entire available cytoplasmic space (Le and Laub, 2016).

As cell length increased with time, we observed that the mean inter-focus distances for each pair of DNA loci also increased, consistent with an overall expansion of the chromosome (Figure 3E). However, the rate of expansion was different, depending on genomic locations of labeled DNA loci. The inter-focus distance for the *parS*-proximal, 200- to 3,842-kb pair increased only modestly, ∼0.5 μm as the cell length tripled (Figure 3E). In contrast, the inter-focus distance for mid-arm loci increased ∼1.5 μm on average as the cell length tripled (Figure 3E). Importantly, the inter-focus distance of the *parS*-proximal loci, but not the other locus pairs, increased in the *Δsmc* background (Figure 3E). These microscopy-based analyses support our hypothesis that SMC most effectively aligns the chromosome arms nearest the *ori* and *parS* site where it is loaded.

In parallel, we analyzed Hi-C data on the elongated cells resulting from DnaA depletion (Figures S5D and S5E; Le and Laub, 2016). We observed that ∼300 kb surrounding *parS* remains well aligned, even in elongated cells 3 hr after starting the depletion (Figures S5D and S5E). In contrast, chromosomal arm alignment elsewhere on the chromosome was rapidly lost to the same extent as in Δ*smc* cells 2 hr after starting the depletion (Figures S5F and S5G). These results agree well with the single-cell microscopy results and together suggest that *Caulobacter* SMC functions most effectively to align chromosomal arms near *ori/parS*.

### Conflicts with Transcription Influence the SMC-Mediated Alignment of Chromosomal Arms

We noted that the region showing the strongest inter-arm interactions did not extend as far from *parS* in the Flip 1-5 strain or in the strains harboring the ectopic *parS* sites near *ter* (Figures 3C, 3D, S5A, and S5B). These observations suggested that the genomic context surrounding *parS* may influence the translocation of SMC along each arm of the chromosome and, consequently, the patterns of inter-arm interaction.

We hypothesized that highly expressed genes, particularly those oriented toward *parS*, may limit the translocation of SMC. To test this idea, we engineered a strain, hereafter called Flip 2-5, in which a ∼419-kb DNA segment between +3,611 kb and +4,030 kb on the left arm was inverted (Figure 4A). This inversion leaves *parS* at its original location but dramatically changes the genomic context of the flanking DNA on one side of *parS* while leaving the other side unperturbed (Figures 4A, S6A, and S6B). The inverted segment contains several highly expressed genes, including a rRNA gene cluster and genes encoding ATP synthase, the glycine cleavage system, and cytochrome *c* oxidase, that all normally read in the *ori-ter* direction, i.e., co-directionally with SMC translocation (Figures 4A, S6A, and S6B; Le and Laub, 2016).

**Figure 4:**
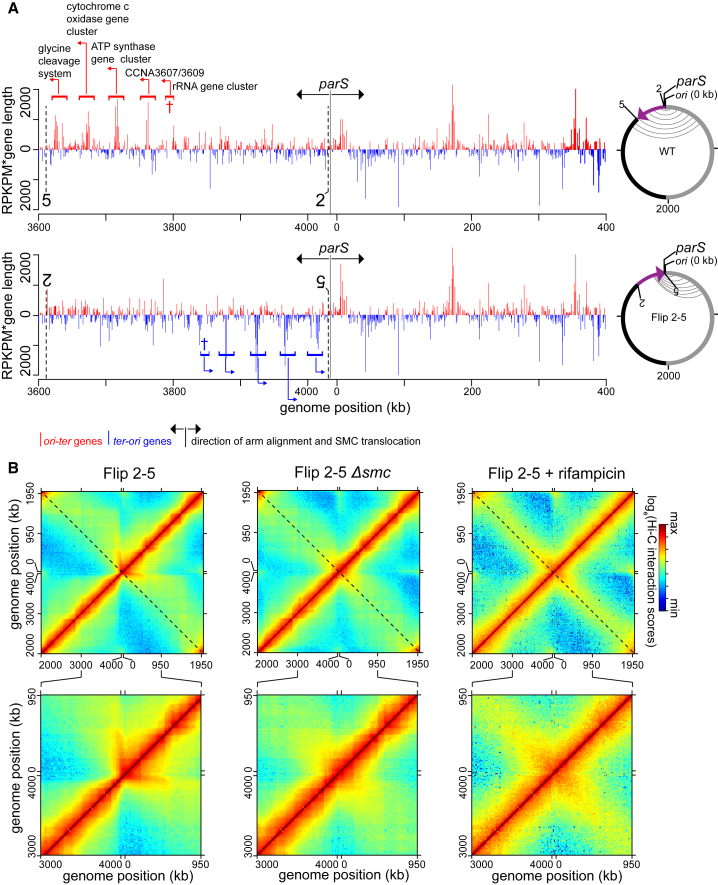
Genomic Context and Transcription Influence the SMC-Mediated Alignment of Chromosomal Arms (A) The abundance of RNA polymerases on genes that transcribe in the *ori-ter* direction (red) or in the *ter-ori* direction (blue) in WT and Flip 2-5 cells for the DNA segment between +3,600 kb and +400 kb. The position of *parS* and the direction of SMC translocation are indicated with black arrows. For the whole genome plot, see Figure S6. ChIP-seq using α-FLAG antibody was performed on cells expressing *rpoC-flag* from its native locus in WT background (upper panel) or in Flip 2-5 background (lower panel). The abundance of RNA polymerases was represented as RPKPM × gene length for each gene and plotted against the genomic location of that gene. Due to short sequencing reads and the high similarity between the two rRNA clusters, it is not reliable to estimate the RNA polymerase density within each rRNA cluster. Therefore, enrichment data for rRNA gene clusters are not shown. Nevertheless, we indicate the genomic position of a highly expressed rRNA cluster on *Caulobacter* genome with a dagger (†) symbol. Vertical black dashed lines with numbering 2 and 5 indicate the inversion end points. (B) Normalized Hi-C contact maps for Flip 2-5, Flip 2-5 *Δsmc* cells, and Flip 2-5 cells treated with rifampicin. A 1,000-kb region surrounding *parS/ori* was also zoomed in and presented below each whole-genome Hi-C contact map.

To assess the density of RNA polymerases directly, we performed ChIP-seq on exponentially growing cells producing RpoC*-*FLAG as the only version of RNA polymerase β’ subunit (Figures 4A, S6A, and S6B). 

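RpoC-FLAG ChIP-seq was examined in 1 library each of WT, Flip 1-5 and Flip 2-5, with mean signals per base of 89.6, 95.4 and 101.3. The signal over each gene was summed and scaled to the library's total (RPM), at gene positions of the RefSeq assembly ASM2200v1 reflected for the inversions. The gene table gives no strand, so the split by direction of transcription was not analysed here. Genes of rRNA and tRNA were left out.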

Separating sequencing reads based on the direction of transcription clearly demonstrated an enrichment of highly expressed genes transcribed in the *ori-ter* direction in WT cells between +3,611 and +4,030 kb (Figures 4A and S6A). We also confirmed, using ChIP-seq on RpoC-FLAG, that these same genes remain highly expressed in the Flip 2-5 background but now on the opposite strand such that they read in a *ter-ori* direction (Figures 4A and S6B).

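The genes with the highest summed RNA polymerase signal in WT kept high signal in Flip 2-5. Of 436 genes in the inverted segment, 6 were above 1000 RPM in WT and 13 in Flip 2-5, with 5 in both. Across these genes the Spearman correlation of the strains was 0.893, and genes are not independent replicates. The sums were not divided by gene length, which is the same in both strains, so length alone raises this correlation. Longer genes also reach 1000 RPM more easily. *atpA* (CCNA_03562, 3717106 to 3718638 nt) had 1675 RPM in WT and 1852 RPM in Flip 2-5. *atpD* (CCNA_03560) had 1432 and 1693 RPM, *coxA* (CCNA_03517) 1268 and 1646 RPM, and *nrdE* (CCNA_03607) 980.4 and 1401 RPM. CCNA_03689 fell from 1296 to 922 RPM. These values include signal present without the tag. An untagged WT library fixed with formaldehyde only had 558.5 RPM over *atpA*, 563.6 over *atpD*, 571.4 over *coxA* and 607.1 over *nrdE*. For the 10 highest genes the log2 ratio of Flip 2-5 to WT ran from −0.49 to 0.51, with a median of 0.01.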

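Flip 2-5 inverts the segment between +3,611 and +4,030 kb, and 2 Hi-C libraries of synchronized cells were examined. The asymmetry was measured as the angle of the ridge of highest scores. For each separation from 100 to 800 kb, the pair of loci left and right of *parS* with the highest score was found and its angle from the symmetric diagonal was taken; an angle of 0 is symmetric and 45 would be a vertical streak. limma called 174 of the positions lower in Flip 2-5 than in WT and 0 higher at an adjusted p under 0.05, with 175 at an unadjusted p under 0.05. With 1 WT library left out, 167 to 170 were lower. The contrast there was 0.0766 ± 0.108 (SD, n = 2). The mean ln score was lower than in WT by 1.09 over the proximal and by 1.03 over the distal positions, so the level of the proximal part relative to the distal part differed by only −0.0663.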

The Hi-C contact map of G1-phase Flip 2-5 cells showed, in sharp contrast to WT cells, a pronounced asymmetrical pattern of inter-arm interactions (Figures 4B, S7A, and S7B). 

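The inter-arm ridge of Flip 2-5 was turned strongly to one side. Its angle was 32.3 ± 0.195 degrees (SD, n = 2), with 32.2 and 32.5 degrees in the single libraries, beside −2.63 ± 2.16 degrees (SD, n = 3) in WT. Both libraries lay above every WT library (exact permutation test, two-sided, p = 0.1, the smallest for 2 against 3). The angle held along the arm, with 32.7 degrees at separations of 200 to 390 kb and 35.03 degrees at 1000 to 1190 kb.

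**Figure D5:**
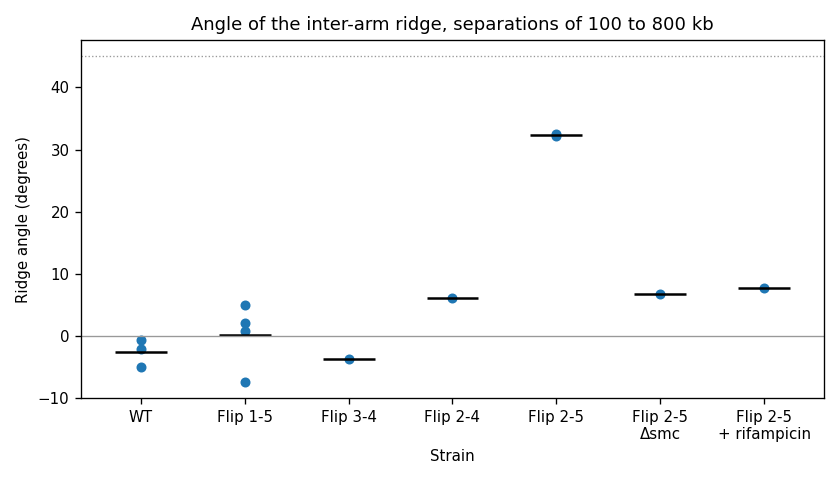
Angle of the inter-arm ridge in degrees for each library (points) with the group mean (line), by strain; the lines at 0 and 45 degrees mark a symmetric and a vertical pattern. Separations are 100 to 800 kb. Flip 2-5 is near 32 degrees and the other libraries shown lie between −7.43 and 7.77 degrees; Flip 4-5 and WT with rifampicin are not shown.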

The inter-arm interactions in the Flip 2-5 strain manifested as a nearly vertical streak in the Hi-C map, still emanating from a *parS*-proximal position (Figure 4B). This vertical streak indicates that the strongest inter-arm interactions now occur between an ∼50- to 80-kb region of DNA on the left side of *parS* with an ∼400-kb segment on the right arm of the chromosome, a pronounced asymmetry compared to the pattern in WT cells (Figure 4B). 

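Loci on the right arm contacted a short stretch on the left of *parS* in Flip 2-5. With each score divided by that of Flip 2-5 Δ*smc*, right-arm loci 50 to 200 kb from *parS* had their strongest left partner at 45 and 40 kb in the Flip 2-5 libraries, as the median. For loci 200 to 400 kb away it was 60 kb in both. In WT the same measure gave 240 kb in every library for the nearer loci and 270 to 310 kb for the farther ones. In Flip 2-5 with rifampicin it gave 480 and 330 kb. For the nearer loci these values lie outside 50 to 200 kb, so the measure does not give exact partner distances.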

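In the single Flip 2-5 Δ*smc* library the ridge angle dropped to 6.77 degrees. Weighting by score placed it at 11.9 degrees, still below Flip 2-5. The mean ln score on the symmetric diagonal was −5.69, above the −5.93 and −6.32 of Flip 2-5 and below WT, and the contrast was 0.225.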

We confirmed that this asymmetric pattern of inter-arm interactions in the Flip 2-5 strain is still dependent on SMC as this vertical streak disappeared from the contact map of Flip 2-5 *Δsmc* cells (Figure 4B). These results suggest that the genomic context of DNA flanking the *parS* site, and likely the orientation of highly expressed genes, can dramatically influence the pattern of inter-arm contacts.

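For Flip 2-5 the SMC ratio peaked at 2.19 within 5 kb of *parS*. Its Pearson correlation with the ln inter-arm score was 0.675 over the bins within 600 kb of *parS* (Spearman 0.622). It was 0.611 with the nearest 50 kb left out and 0.328 for the FLAG-SMC library alone.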

To assess whether the Flip 2-5 strain also led to a change in the genomic distribution of SMC, we performed ChIP-seq on FLAG-SMC in the Flip 2-5 background (Figures 5 and S4C; Pearson’s correlation coefficient between ChIP-seq and Hi-C data = 0.6; p < 10^−12^). 

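On the left of *parS*, the SMC ratio in the first 150 kb averaged 1.13 in Flip 2-5 and 1.096 in WT. From 150 to 350 kb on this side it was 1.02 ± 0.0834 (SD over bins) in Flip 2-5, with WT at 1.048 ± 0.05002. With 1 library per strain these differences were not tested.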

The enrichment of SMC dropped off slightly faster in the first ∼150 kb away from *parS*, in the *ori-ter* direction, in the Flip 2-5 strain compared to WT (Figures 5A and S7C). However, most strikingly, the Flip 2-5 strain exhibited a series of new SMC ChIP-seq peaks, in addition to the one at *parS*, particularly in the region that was inverted (solid triangles, Figures 5A–5C). 

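In the inverted segment the highest SMC ratio of a 1-kb bin over 50 kb from *parS* was 1.58 in Flip 2-5, 1.43 in Flip 1-5 and 1.25 in WT. Bins over 3 SD above the mid-arm mean of their own library numbered 26 of 369 in Flip 2-5, 8 of 361 in Flip 1-5 and 57 of 369 in WT, where the segment as a whole was raised, with a median ratio of 1.04 beside 1.03 in Flip 2-5. Over 4 SD the counts were 13, 5 and 13. The cut of 3 SD is a ratio of 1.098 in WT and 1.183 in Flip 2-5, so the counts cover different ratios. They were chosen after the ratios had been seen.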

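Over the cytochrome c oxidase genes *coxA*, *coxB*, *coxC* and *coxE* (3670974 to 3676443 nt) the mean ratio was 1.36 in Flip 2-5 and 0.969 in WT, where windows of this size 600 to 1600 kb from *ori* had an SD of 0.0416 and 0.0263 in these strains. Over *gcvT* (3628123 to 3629250 nt), the only gene of the glycine cleavage system found by its symbol, it was 1.21 and 0.993. Genes beside it without a symbol were not counted with it, so its values may cover only an edge of the cluster. Over the ATP synthase genes *atpA* and *atpD* it was 1.18 in Flip 2-5 and 1.03 in WT. The rise was not limited to the genes found by symbol. Bins beside *gcvT*, counted here among the others, reached 1.43 in Flip 2-5. Of the 96 other 1-kb bins in the stretch of the figure, 88 were above WT in Flip 2-5, with a mean ratio of 1.11 ± 0.0995 (SD over bins), and 71 in Flip 1-5, with 1.04 ± 0.0648. The inversion brings *gcvT*, the *cox* genes and the ATP synthase genes from 406.7, 361.7 and 318.8 kb to 22.64, 67.66 and 110.5 kb from *parS*, where WT ratios are higher. Against WT bins at these shorter distances, a comparison added like that of the other bins after the ratios had been seen, the excess in Flip 2-5 was 0.115, 0.274 and 0.0988. Without division by the control the difference from WT was 0.286 for the *cox* genes. It was 0.0732 for *gcvT* and 0.0263 for *atpA* and *atpD*, both under the SD of mid-arm windows of the FLAG-SMC libraries alone (0.0923 and 0.0757 in WT).

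**Figure D6:**
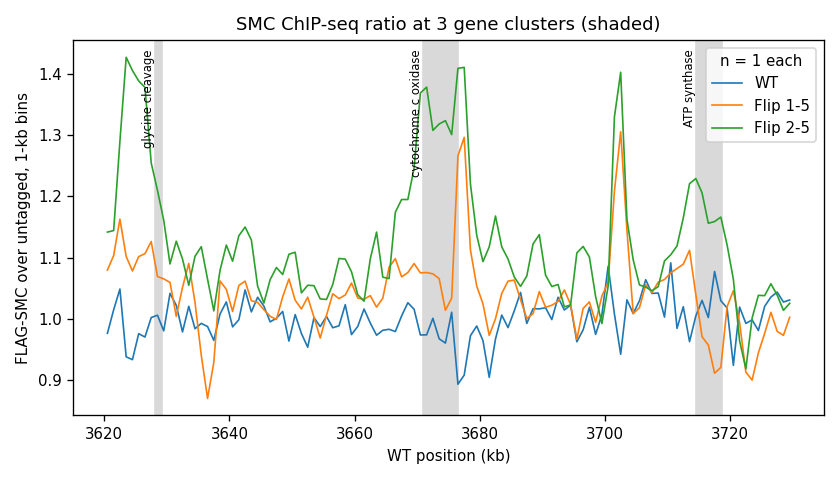
FLAG-SMC over the untagged control in 1-kb bins against the WT position in kb, for WT, Flip 1-5 and Flip 2-5 (1 library each); shading marks the 3 gene clusters. Flip 2-5 lies above the other strains over the *cox* genes.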

Comparing the SMC and RpoC ChIP-seq profiles indicated that these new SMC peaks coincided with the highly expressed gene clusters that had been reoriented in the inversion to read toward *ori* and *parS* (Figure 5C). These new peaks are not artifacts that are normally associated with highly transcribed genes because (1) they are unique in Flip 2-5 cells, but not in the WT or Flip 1-5 control, and (2) the shape and the magnitude of the unique peaks in Flip 2-5 are distinct from that of WT and the Flip 1-5 cells (Figure 5C). These data suggested that transcription in a head-on orientation with SMC translocation can either impede SMC translocation away from *parS*, unlink potential handcuffed SMC, or drive the dissociation of SMC from DNA, limiting the extent of inter-arm contacts and, in some cases, produce an asymmetrical pattern of inter-arm contacts by Hi-C.

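In the Flip 1-5 control the SMC ratio was 1.06 over the *cox* genes and 1.07 over *gcvT*, above WT but less so than in Flip 2-5. It was 0.973 over *atpA* and *atpD*, below WT. Of the highly transcribed genes of the segment that the symbol rule left out, CCNA_03462 had ratios of 0.960, 1.10 and 1.39 in WT, Flip 1-5 and Flip 2-5. It lies beside *gcvT*, from 3624696 to 3626276 nt, and may belong to that cluster. CCNA_03609 had 0.937, 1.01 and 1.12. CCNA_03689 went the other way, with 1.09, 0.833 and 0.885. Narrow peaks common to both inverted strains were seen elsewhere in the segment. The 1-kb bin at 3677.5 kb, beside the *cox* genes, had 0.908, 1.30 and 1.41, and the bin at 3702.5 kb had 0.942, 1.31 and 1.40; both bins were picked after the ratios were seen. The paper reasons that the new peaks are not artifacts of high transcription. Its grounds are that they occur in Flip 2-5 and not in WT or Flip 1-5, and that they differ from those strains in shape and magnitude.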

**Figure 5:**
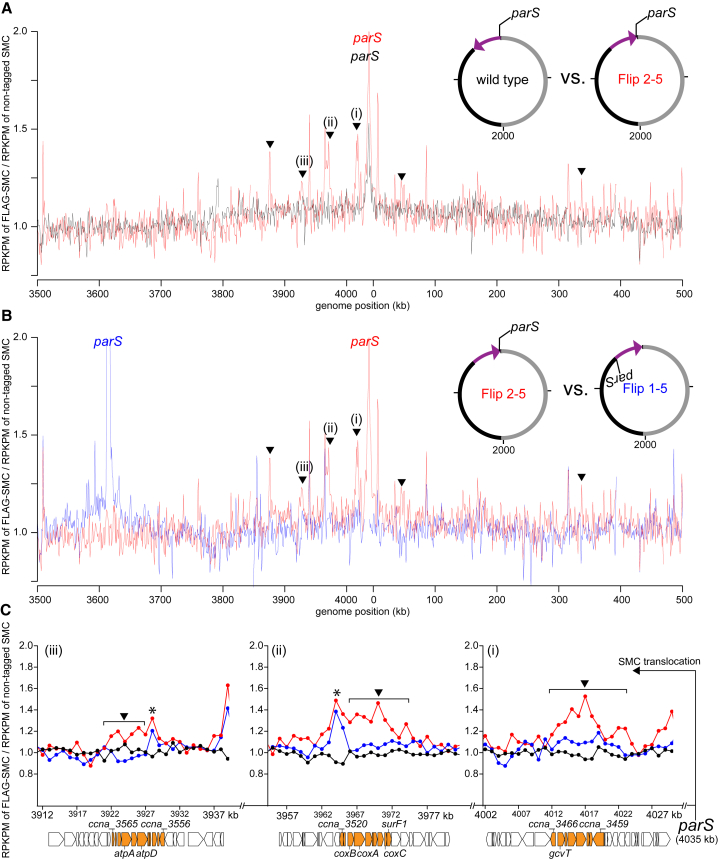
Head-On Transcription Alters the Distribution of SMC on the Chromosome (A) The distribution of FLAG-tagged SMC on WT *Caulobacter* chromosome (black) and on Flip 2-5 chromosome (red). Only DNA segment between +3,500 kb and +500 kb was shown. For profiles of the whole genome, see Figure S4. (B) The distribution of FLAG-tagged SMC on Flip 1-5 (blue) and Flip 2-5 chromosome (red). Black triangles indicate new peaks in the ChIP-seq profile of Flip 2-5, but not in the profiles of WT or Flip 1-5 strain. The ChIP-seq profile of FLAG-SMC in Flip 1-5 strain was slightly shifted to align to that of Flip 2-5 strain because the inverted DNA segment in Flip 1-5 is larger than in Flip 2-5 by 8 kb to encompass the native *parS* region (see Figures 4A and 4B). (C) The distribution of FLAG-tagged SMC at the glycine cleavage system gene cluster (i, highlighted in orange), the cytochrome *c* oxidase gene cluster (ii, highlighted in orange), and the ATP synthase gene cluster (iii, highlighted in orange). The genomic position of *parS* and the direction of SMC translocation are shown with a black arrow. The genomic positions on the x axis and the gene direction are those of Flip 2-5 strain. We inverted in silico ChIP-seq profile and gene orientation of WT strain to enable comparison of superimposed ChIP-seq profiles. Black triangles indicate new peaks in the ChIP-seq profile of Flip 2-5, but not in the profiles of WT or Flip 1-5 strain. Black asterisks (^∗^) indicate non-specific peaks that often associate with “hyper-ChIPable” regions at highly transcribed genes.

To test whether the asymmetrical inter-arm interactions in the Flip 2-5 strain arise because of the reoriented, highly expressed genes within the inverted genomic region, we treated Flip 2-5 cells with rifampicin before fixing cells for Hi-C (Figure 4B). Rifampicin inhibits transcription elongation in bacteria, thereby eliminating actively translocating RNA polymerases from the chromosome. As we reported previously for WT cells, the inhibition of transcription reduced short-range intra-arm contacts (Le et al., 2013). In addition, for the Flip 2-5 strain, the vertical streak was eliminated and the inter-arm interactions reverted to a symmetric pattern on the diagonal (Figures 4B and S7B), demonstrating that transcription is required for an asymmetrical inter-arm interaction pattern.

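Rifampicin was given at 25 µg/ml for 30 min before fixing, and there were 3 libraries of treated WT and 1 of treated Flip 2-5. In WT the mean ln score of loci 20 to 100 kb apart was −4.51 ± 0.106 (SD, n = 3) with rifampicin and −4.15 ± 0.0504 (SD, n = 3) without. Every treated library was below every untreated one (exact permutation test, two-sided, p = 0.1, the smallest for 3 against 3). In Flip 2-5 these contacts fell by 0.215.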

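With rifampicin the inter-arm ridge of Flip 2-5 returned close to the diagonal. Its angle was 7.77 degrees in the single treated library, within the 1.98 to 7.82 degrees of treated WT cells. Scores on the diagonal rose by 0.705 in ln, and the contrast rose by 0.390, to 0.466. From this return, the paper concludes that transcription is required for the asymmetric pattern.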

To further test the relationship between the orientation of highly expressed genes and SMC-dependent inter-arm interactions, we constructed three additional strains with different chromosomal inversions (Figure 6A). We wondered whether reversing the transcription orientation of a single highly transcribing rRNA gene cluster would be sufficient to induce an asymmetrical inter-arm pattern. To test this possibility, we created the Flip 3-4 strain (Figure 6A). The Hi-C map of G1-phase cells of the Flip 3-4 strain showed negligible changes to the inter-arm alignment compared to non-flipped cells (Figures 6B and 6C). However, the inverted region in this strain is ∼240 kb away from *parS* and, as noted above, SMC and SMC-dependent inter-arm interactions are strongest within a limited range around *parS*. Thus, we reasoned that the effect of an inverted rRNA cluster would be stronger if placed closer to *parS*. 

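The ridge of Flip 3-4 followed the symmetric diagonal. One Hi-C library of synchronized cells was examined for this strain and for each of Flip 2-4 and Flip 4-5. Its ridge angle of −3.69 degrees lay within the WT range. Its mean ln score differed from WT by −0.0553, less than the SD of the WT libraries, while the contrast of the diagonal was 0.620, below every WT library. By the rule used for Flip 1-5, its scores left the WT profile at 295 kb, and by a rule of 3 SD they did not. With the WT SD pooled over distances, a rule added after the data had been seen, they left it at 1165 kb.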

We did so by constructing the Flip 2-4 strain that has DNA between +3,788 kb and +4,030 kb inverted (Figure 6A). 

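The ridge of Flip 2-4, whose inversion spans +3,788 to +4,030 kb, turned to the same side as that of Flip 2-5 but less far. The angle was 6.12 degrees over all separations, 12.0 degrees at 600 to 790 kb and 11.4 degrees at 800 to 990 kb. WT had 2.64 ± 1.39 degrees (SD, n = 3) at 600 to 790 kb. At separations of 200 to 390 kb the angle of Flip 2-4 was −0.77 degrees, beside −10.96 ± 3.93 degrees (SD, n = 3) in WT, so it differed from WT there too. Scores on the diagonal left the WT profile at 285 kb from *ori*, or at 35 kb under alternatives such as averaging 5 pixels.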

Hi-C on G1-phase cells of the Flip 2-4 strain showed a pronounced asymmetrical inter-arm interaction pattern (∼20° deviation from a diagonal, starting after 80 kb from *ori*), though less dramatic than that of the Flip 2-5 cells, in which several highly expressed genes in addition to the rRNA locus were inverted (Figures 4B, 6B, and 6C).

**Figure 6:**
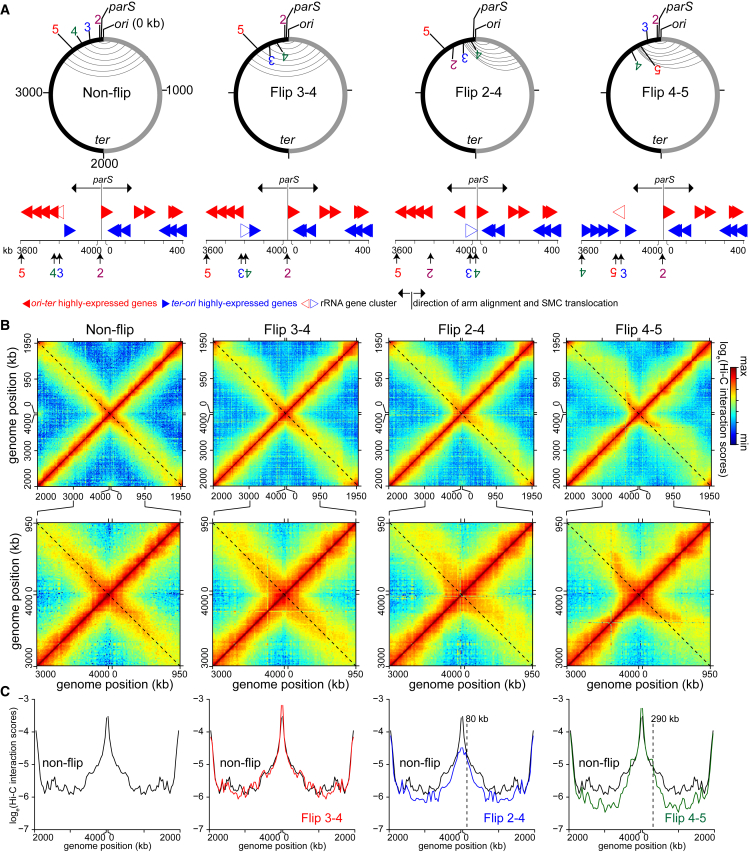
Inverting 180-kb DNA Segment Containing Highly Expressed *ori-ter* Genes Is Sufficient to Induce an Asymmetrical Pattern of Inter-arm Contacts (A) Schematic genomic maps for WT cells (non-flip) and the inversion strain Flip 3-4, Flip 2-4, and Flip 4-5. The inversion end points (2, 3, 4, and 5), together with the genomic location of *parS* and *ori*, are indicated on the map. The aligned DNA regions, as observed by Hi-C (B), are presented schematically as gray curved lines connecting the two chromosomal arms. Below each genomic map are the positions of highly expressed genes that transcribe in the *ori-ter* (solid red arrows) or *ter-ori* (solid blue arrows) direction in each strain. The positions of rRNA gene cluster are indicated with open red or blue arrows. The genomic position of *parS* and the direction of SMC translocation are shown with black arrows. Only 400-kb DNA segments surrounding *ori* are shown. (B) Normalized Hi-C contact maps for non-flip, Flip 3-4, Flip 2-4, and Flip 4-5 cells. The black dashed line indicates the secondary diagonal of the square matrix. A 1,000-kb region surrounding *parS/ori* was zoomed in and presented below each whole-genome Hi-C contact map. (C) Hi-C interaction scores along the secondary diagonal for contact maps of non-flip (black), Flip 3-4 (red), Flip 2-4 (blue), and Flip 4-5 cells (dark green). Vertical black dashed lines show position where Hi-C interaction scores start to reduce in the Flip strains compared to the non-flip strain.

We further investigated the effect of transcription orientation bias on chromosomal arm alignment by inverting a DNA segment between +3,611 kb and +3,788 kb, the Flip 4-5 strain. Although this section does not contain an rRNA gene cluster, it includes four highly transcribed operons that normally transcribe in the *ori-ter* direction in WT cells (Figure 6A; denoted with square brackets in Figure 4A). Preceding this segment, DNA between +3,788 kb and +4,030 kb is largely free of highly expressed genes oriented toward *ori/parS* (Figure 4A). Hi-C on G1-phase cells of the Flip 4-5 strain showed two distinct phases of inter-arm contacts (Figures 6B and 6C). 

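Near *ori*, Flip 4-5 followed WT. Its ridge angle at separations of 100 to 500 kb was −9.46 degrees, with WT at −9.73 ± 3.05 degrees (SD, n = 3) over the same range. The scores left the WT profile at 385 kb from *ori*, with 335 to 385 kb under the other settings.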

The first phase (∼290 kb) is a typical set of symmetrical inter-arm contacts as seen in WT cells. 

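Beyond that distance the ridge of Flip 4-5, which inverts +3,611 to +3,788 kb, turned aside. At separations of 700 to 1100 kb its angle was 9.87 degrees in the single library, against 0.590 ± 0.625 degrees (SD, n = 3) in WT. At 1000 to 1190 kb it was 17.1 degrees.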

The second phase coincides with the inverted DNA segment and has a pronounced asymmetrical inter-arm pattern (Figures 6B and 6C). Collectively, our results emphasize that highly transcribed genes, depending on their transcriptional direction, can dramatically influence the action of SMC and the global organization of a chromosome.

## Discussion

### Conflicts between SMC and RNA Polymerase and the Consequences for Bacterial Chromosome Organization

Chromosomes in all organisms are typically laden with DNA-bound proteins that likely influence the dynamics and movement of SMC (Ocampo-Hafalla et al., 2016, Stigler et al., 2016, Wang et al., 2017). Our results here indicate that the distribution and translocation of *Caulobacter* SMC, and the consequent alignment of chromosomal arms, is strongly influenced by actively transcribed genes, particularly those oriented toward *ori*. The observed chromosome organization defect likely stems from a conflict between SMC and transcription, without involving the replisome. This conclusion is based on two key observations. First, the experiments involving strains with inverted chromosomal regions were performed on synchronous G1-phase cells, i.e., non-replicating cells. Second, the Flip 1-5 strain, where the SMC loading site was relocated to a mid-arm position, has highly expressed genes (such as the rRNA gene cluster), transcribing in the opposite direction to that of the replisome in actively replicating cells. However, this strain did not exhibit a dramatic off-diagonal pattern of DNA interactions (Figure 3C). Thus, we suggest that head-on conflicts between translocating SMC and RNA polymerase can directly shape bacterial chromosome organization.

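The ridge around the relocated *parS* in Flip 1-5 had an angle of 0.112 ± 5.33 degrees (SD, n = 4), not separated from WT (exact permutation test, two-sided, p = 0.429). Its sign changed with a wider running mean, to −0.678 degrees. The angle near 0 covers separations that go opposite ways. At 200 to 390 kb it was 7.27 ± 3.69 degrees (SD, n = 4) in Flip 1-5 and −10.96 ± 3.93 degrees (SD, n = 3) in WT, and at 1000 to 1190 kb it was −11.6 ± 4.47 degrees (SD, n = 4) and −1.51 ± 0.189 degrees (SD, n = 3).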

The mechanism(s) that drive translocation of bacterial SMC from *parS* remains unknown. It is tempting to speculate that the *ori-ter* transcription bias (Figure S6A) might indicate that transcription helps push SMC away from its *ori*-proximal loading site. However, chromosome arm alignment in WT *Caulobacter* cells treated with rifampicin is not reduced (Figures S7D and S7E). 

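In WT cells treated with rifampicin the inter-arm scores 50 to 600 kb from *ori* were somewhat lower. They averaged −5.18 ± 0.0672 (SD, n = 3) in ln units, a difference of −0.144 from untreated WT, with every treated library under every untreated one (exact permutation test, two-sided, p = 0.1, the smallest possible here). The contrast of the diagonal was 0.454 ± 0.0493 (SD, n = 3), a change of −0.346. Contacts within an arm at 100 to 500 kb rose by 0.242. Farther out the difference went the other way, with 0.192 between 900 and 1000 kb and 0.296 between 1800 and 1900 kb, and the median over all 185 positions was 0.00771. limma called 0 positions at an adjusted p under 0.05, with 24 at an unadjusted p under 0.05. Averaging 5 pixels gave 47 positions, of which 41 were higher and 6 lower.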

*E*. *coli* MukBEF, a non-canonical SMC, has been proposed to translocate via a “rope climber” mechanism (Badrinarayanan et al., 2012). In this model, a concerted opening and closing of just one MukBEF dimer in a handcuffed dimer-dimer allows an opened dimer to grab the next DNA segment before releasing the previously closed MukBEF, thereby “swinging” the dimer-dimer complex down DNA (Badrinarayanan et al., 2012). In *B*. *subtilis*, recent structural studies suggested that ATP binding, hydrolysis, and release can switch SMC between a rod- and a ring-like conformational state, with this motor-like cycling somehow mediating SMC translocation (Bürmann et al., 2013, Minnen et al., 2016). However, none of these current models can explain the *directional* movement of SMC from its loading site.

### SMC Loading at the Bacterial Centromere *parS* Site: A Coupling between Chromosome Organization and Segregation

Our results support a model in which *Caulobacter* SMC is, like in *B*. *subtilis*, recruited at or near *parS*, loaded in a ParB-dependent manner, and then redistributed toward *ter*. ParB is a bacterial-specific protein but likely works closely with and coevolves with SMC to ensure chromosome organization and chromosome segregation in bacteria. Interestingly, *S. pneumoniae* lacks a ParA homolog, yet retains ParB-*parS* to recruit SMC (Minnen et al., 2011), underscoring the tight connection of ParB and SMC. It is worth noting that, unlike *B*. *subtilis*, deleting *smc* in a wide range of bacteria, including *Caulobacter*, does not cause sensitivity to high temperature or fast-growing conditions (Le et al., 2013, Nolivos and Sherratt, 2014). Conversely, however, ParA-ParB-*parS* is essential in *Caulobacter*, but not in *B*. *subtilis* (Mohl and Gober, 1997, Murray and Errington, 2008). The ParA-ParB-*parS* system and the SMC complex likely collaborate to ensure proper chromosome segregation and organization but with slightly different contributions or relative weights in different organisms. Finally, there is a distant SMC homolog, called the MukBEF system, in γ-proteobacteria (Nolivos and Sherratt, 2014). Notably, ParA-ParB-*parS* systems do not exist in these bacteria, leaving open the question of how MukBEF complex loads on the chromosome, assuming it requires a specific loader (Nolivos and Sherratt, 2014). *E*. *coli* MukBEF was found, by ChIP-seq, to enrich at *ter* (Nolivos et al., 2016). 

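In Flip 1-5 the SMC ratio around *ter* averaged 1.04, and in Flip 2-5 0.9984, lower than in WT. With 1 library per strain this difference was not tested.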

We also observed an enrichment of *Caulobacter* SMC near the *ter* region (Figures 3A and 3B) and a slight increase in inter-focus distance in *Δsmc* cells when intra-arm loci at +1,600 kb and +1,800 kb were labeled (Figure 3E). The enrichment of *Caulobacter* SMC near *ter* might occur via a *parS*-independent *E*.-*coli*-like mechanism; however, it does not result in DNA alignment in this area (Figure 1B). The mechanism of SMC enrichment at *ter* is currently unknown in *Caulobacter.*

### Evidence that Bacterial SMC Tethers Chromosomal Arms Together

The *Caulobacter* SMC complex promotes interactions between loci at approximately equivalent positions on opposite arms of the chromosome up to at least 600 kb from *parS*. It could be that SMC physically tethers the arms together. Alternatively, SMC could promote alignment passively by compacting each arm separately, reducing the cytoplasmic mobility of each arm and thereby increasing inter-arm interactions. The Hi-C patterns documented here for the WT and various inversion strains are most easily explained by the active alignment model, in which SMC physically links DNA from both arms together (Figure 7). Such a model is also appealing given the notion that SMC can topologically entrap DNA. Moreover, contact probability curves derived from the Hi-C data, which reflect global chromosome compaction, were generally very similar for *Δsmc* and WT cells (Le et al., 2013), suggesting that SMC plays only a minor role in intra-arm compaction in *Caulobacter*. Nevertheless, we cannot completely rule out other possible ParB-independent roles of SMC on chromosomal arm compaction. In the active alignment model, also suggested by studies of *B*. *subtilis* SMC (Wang et al., 2017), the inter-arm interactions documented by Hi-C may reflect loop generation by SMC (Figure 7). In WT cells, DNA from each chromosomal arm may be effectively threaded through SMC at approximately similar rates as SMC moves toward *ter* and away from *parS* (Figures 7A and 7B). In the inversion strains, DNA on the left arm may be threaded through SMC less efficiently than the right arm due to conflicts with convergent transcription (Figure 7C). As suggested for eukaryotic SMC, loop enlargement may be a general mechanism for folding chromosomes or bringing distant loci together (Fudenberg et al., 2016, Nasmyth, 2001).

**Figure 7:**
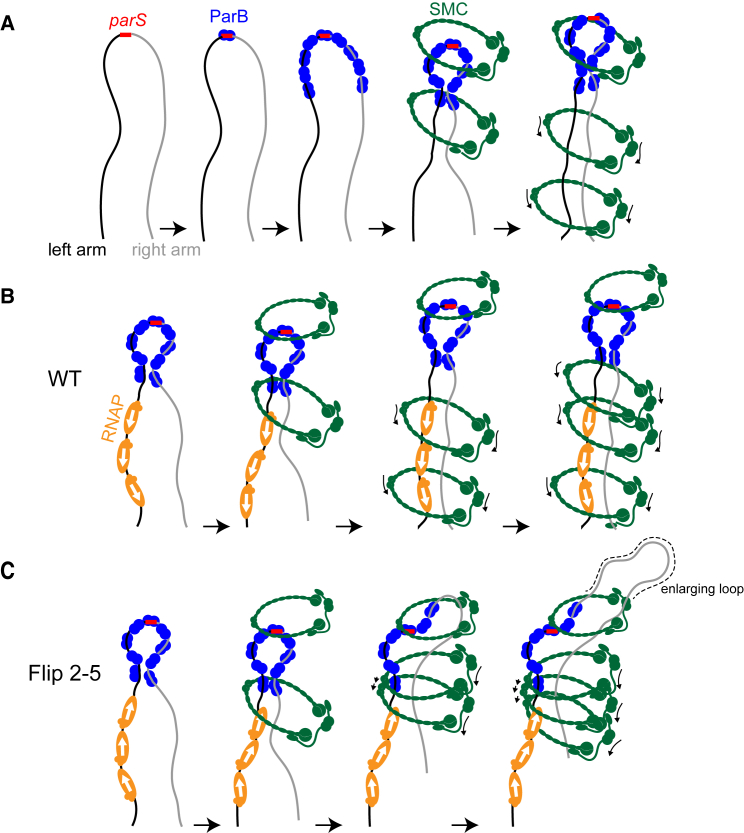
A Schematic Model for an Active Alignment of the Left and Right Chromosomal Arms by SMC (A) ParB (blue) binds to the bacterial centromere *parS* site (red), spreads, and might bridge the left (black) and the right (gray) chromosomal arms together. SMC (dark green) is recruited by ParB and most likely tethers the two arms of the chromosome together. An SMC-ScpA-ScpB complex can either hold both chromosome arms within its lumen or two SMC complexes, each encircles one chromosome arm can handcuff to tether both arms together. For simplicity, only SMC encircling both arms is shown schematically. (B) A schematic model of how SMC loads and translocates on the chromosome. (C) A schematic model of how a high density of converging RNA polymerases (orange) might interact physically with SMC or create unfavorable DNA supercoiling that stalls or dissociates SMC from the left chromosomal arm as can happen in the Flip 2-5 strain. Schematic pictures are not to scale.

### *Caulobacter* SMC Is Not Uniformly Distributed across the Genome

*Caulobacter* SMC may translocate only ∼600 kb toward *ter* whereas *B*. *subtilis* SMC loaded at *parS* translocates the full length of the chromosome to the terminus. It is possible that *Caulobacter* SMC may suffer more frequent conflict with convergent transcribed genes (see direction bias ratio; Figure S6A) or be more sensitive to dissociation following such conflicts, leading to less extensive arm-arm interaction. The extent to which the two arms “zip up” may not matter. If the primary role of SMC-mediated arm-arm interactions is to help enforce the individualization of sister chromosomes immediately after DNA replication, it may only be necessary to ensure that SMC can cohese *parS*-proximal regions of each chromosome. Indeed, in *Caulobacter*, ParA-ParB-*parS* are only required for the segregation of *ori*-proximal DNA, but not of the distal DNA loci (Badrinarayanan et al., 2015b). Once the *ori*-proximal DNA is properly segregated, by SMC and ParA-ParB-*parS*, distal DNA regions follow suit, driven by separate molecular machinery or more likely without the need of a dedicated system (Badrinarayanan et al., 2015b). In such a case, it may be sufficient to have SMC tether together only a limited region of DNA flanking the *parS* sites. This model would imply that conflicts between SMC and highly expressed genes oriented toward *ori* are most detrimental, with respect to chromosome segregation, if they occur in close proximity to *parS*. Testing this model and further understanding the relationship of SMC and gene expression and its influence on chromosome organization is an important challenge for the future.

## Experimental Procedures

### Strains, Media, and Growth Conditions

*E*. *coli* and *C*. *crescentus* were grown in LB and PYE, respectively. When appropriate, media were supplemented with antibiotics at the following concentrations (liquid/solid media for *C*. *crescentus*; liquid/solid media for *E*. *coli* [μg/mL]): chloramphenicol (1/2; 20/30); kanamycin (5/25; 30/50); spectinomycin (25/100; 50/50); oxytetracycline (1/2; 12/12); and gentamycin (0.5/5; 15/20). Synchronizations of *C*. *crescentus* were performed on mid-exponential phase cells using Percoll (Sigma) and density gradient centrifugation. After synchronization, swarmer cells were released into PYE with 1% formaldehyde for fixation for Hi-C and ChIP-seq. All strains used in this study are listed in Table S1. All plasmids and primers used in strain and plasmid construction are listed in Table S2.

### Chromosome Conformation Capture with Deep Sequencing (Hi-C) and Generation of Contacts Maps

After synchronization, swarmer cells were released into PYE + 1% formaldehyde to fix for Hi-C. Hi-C experiments were performed exactly as described previously (Le et al., 2013; Supplemental Information). After sequencing, each end of paired-end sequencing reads was mapped independently to the genome of *Caulobacter* using Bowtie 2.1.0 (Imakaev et al., 2012). The *Caulobacter* genome was then divided into 700 BglII restriction fragments. Each read of a read pair was sorted into its corresponding restriction fragment. Read pairs were classified as valid Hi-C, non-ligation, or self-ligation products (Imakaev et al., 2012). Only valid Hi-C products that are uniquely aligned to the *Caulobacter* genome were employed to generate Hi-C contact maps. To create interaction matrices, we assigned valid Hi-C products to the 10-kb bins along the genome and normalized using an iterative correction procedure as described previously (Imakaev et al., 2012, Le et al., 2013). Subsequent analysis and visualization of the Hi-C maps was done using R scripts. For *Caulobacter* strains with an inverted DNA segment, a reconstructed fasta file with the correct orientation for the inverted segment was used as reference genome instead.

### ChIP-Seq

For ChIP-seq of FLAG-tagged SMC, mid-exponential phase *Caulobacter* cultures were washed twice in 1× PBS buffer before addition of formaldehyde and crosslinker Gold (Diagenode) to a final concentration of 1%. Fixed cells were incubated at room temperature for 30 min and then quenched with 0.125 M glycine for 15 min at room temperature. For more details, see the Supplemental Information.

To analyze ChIP-seq data, Hiseq 2500 reads were mapped to the *Caulobacter* genome using Bowtie as follows:

*bowtie -m 1 -n 1–best–strata -p 4–chunkmbs 512 NA1000-2014-bowtie–sam ^∗^.fastq > output.sam.*

For *Caulobacter* strains with an inverted DNA segment, a reconstructed fasta file with the correct orientation for the inverted segment was used as reference genome instead. Subsequently, sequencing reads were allocated to their corresponding 1-kb bins along the chromosome and were normalized for the total number of reads to give the RPKPM value. Finally, the profiles of SMC enrichment were plotted with the x axis, representing genomic positions, and the y axis is RPKPM from the ChIP fraction of FLAG-tagged SMC divided by RPKPM from the ChIP fraction of untagged SMC.

### Statistical Methods

A paired Student’s t test was performed to test whether Hi-C interaction scores along the secondary diagonal of ParA^K20R^-YFP-overexpression minus that of ParA^WT^-YFP-overexpression is significantly different from 0, i.e., whether ParA^K20R^-YFP shows reduced arm alignment to ParA^WT^-YFP (Figures 2D and 2E).

The R program was used to compute the Pearson correlation coefficient between ChIP-seq data and Hi-C interactions along the secondary diagonal for WT and Flip 2-5 strains.

A one-tailed Student’s t test (implemented in R) was performed to test whether the inter-focus distance in *Δsmc* is greater than in WT cells (Figure 3E). For the number of cells used in microscopy analysis, see the Supplemental Information.

## Author Contributions

Conceptualization, N.T.T., M.T.L., and T.B.K.L.; Data Analysis, N.T.T., M.T.L., and T.B.K.L.; Writing, N.T.T., M.T.L., and T.B.K.L.; Funding Acquisition, T.B.K.L.

## Accession Numbers

The accession number for the sequencing data reported in this paper is GEO: GSE97330.

## Supplemental Information

Document S1. Supplemental Experimental Procedures, Figures S1–S7, and Tables S1–S3

Document S2. Article plus Supplemental Information

# Supplementary material for: SMC Progressively Aligns Chromosomal Arms in Caulobacter crescentus but Is Antagonized by Convergent Transcription
**Source:** Cell Rep. 2017 Aug 29;20(9):2057–71. doi: 10.1016/j.celrep.2017.08.026
**Supplement:** Document S2. Article plus Supplemental Information

Cell Reports

SMC Progressively Aligns Chromosomal Arms in *Caulobacter crescentus* but Is Antagonized by Convergent Transcription

Graphical Abstract

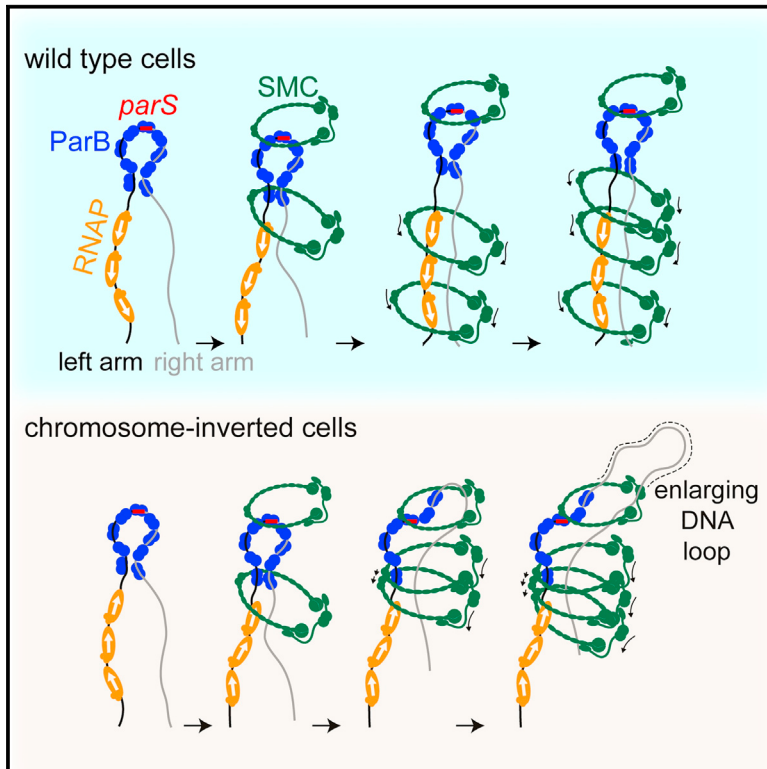

Authors

Ngat T. Tran, Michael T. Laub,
Tung B.K. Le

In Brief

Tran et al. investigate the mechanism and function of SMC in the global organization of the *Caulobacter* chromosome. The findings suggest that SMC functions as a tether to actively cohes the chromosomal arms together and show that head-on transcription profoundly interferes with SMC translocation from the centromeric *parS* site.

Highlights

- *Caulobacter* SMC aligns the two chromosomal arms progressively from *ori* to *ter*
- SMC is loaded at *parS*, and ParB is essential for SMC-mediated arm alignment
- SMC likely functions as a tether to cohes *parS*-proximal DNA together
- Head-on transcription interferes with SMC translocation from *parS*

Accession Numbers

GSE97330

Tran et al., 2017, Cell Reports 20, 2057–2071
August 29, 2017 © 2017 The Author(s).
<http://dx.doi.org/10.1016/j.celrep.2017.08.026>

CellPress

SMC Progressively Aligns Chromosomal Arms in *Caulobacter crescentus* but Is Antagonized by Convergent Transcription

Ngat T. Tran,¹ Michael T. Laub,^{2,3} and Tung B.K. Le^{1,4,*}

⁴Lead Contact

<http://dx.doi.org/10.1016/j.celrep.2017.08.026>

SUMMARY

The structural maintenance of chromosomes (SMC) complex plays an important role in chromosome organization and segregation in most living organisms. In *Caulobacter crescentus*, SMC is required to align the left and the right arms of the chromosome that run in parallel down the long axis of the cell. However, the mechanism of SMC-mediated alignment of chromosomal arms remains elusive. Here, using genome-wide methods and microscopy of single cells, we show that *Caulobacter* SMC is recruited to the centromeric *parS* site and that SMC-mediated arm alignment depends on the chromosome-partitioning protein ParB. We provide evidence that SMC likely tethers the *parS*-proximal regions of the chromosomal arms together, promoting arm alignment. Furthermore, we show that highly transcribed genes near *parS* that are oriented against SMC translocation disrupt arm alignment, suggesting that head-on transcription interferes with SMC translocation. Our results demonstrate a tight interdependence of bacterial chromosome organization and global patterns of transcription.

INTRODUCTION

The chromosomes of all organisms must be compacted nearly three orders of magnitude to fit within the limited volume of a cell. However, DNA cannot be haphazardly packed, and instead, it must be organized in a way that is compatible with numerous cellular processes that share the same DNA template, including transcription, DNA replication, and chromosome segregation. This is particularly challenging in bacteria because these chromosome-based transactions happen concomitantly rather than being separated temporally, as in eukaryotes. Application of microscopy-based analyses of fluorescently labeled DNA loci along with genome-wide chromosome conformation capture assays (Hi-C) have revealed a well-defined, in vivo, three-dimen-

sional organization of bacterial chromosomes (Badrinarayanan et al., 2015a; Le et al., 2013; Umbarger et al., 2011; Viollier et al., 2004). Hi-C provides quantitative information about the spatial proximity of DNA loci in vivo by measuring the frequencies of crosslinking between different regions of the chromosome (Lieberman-Aiden et al., 2009). The first application of Hi-C to bacteria examined the *Caulobacter crescentus* chromosome (Le et al., 2013). Hi-C analysis of *Caulobacter* confirmed the global pattern of chromosome organization: in cells with a single chromosome, the origin of replication (*ori*) is at one cell pole, the terminus (*ter*) is near the opposite pole, and the two chromosomal arms are well-aligned, running in parallel down the long axis of the cell (Le et al., 2013; Viollier et al., 2004; Figure 1A). We discovered that a structural maintenance of chromosomes protein (SMC) is crucial for the alignment of the left and right arm of the chromosome in *Caulobacter* (Le et al., 2013), but how SMC achieves this alignment remains poorly understood.

SMC proteins are widely conserved from bacteria to humans. In eukaryotes, SMC1 and SMC3, together with accessory proteins, form a cohesin complex that holds sister chromatids together until after they achieve bipolar attachment to the mitotic spindle. The related condensin complex, comprised of SMC2, SMC4, and interacting partners, promotes the compaction of individual chromosomes during mitosis. In most bacteria, there is a single SMC composed of an ATPase “head” domain, a dimerization “hinge” domain, and an extended antiparallel coiled-coil region in the middle (reviewed in Nolivos and Sherratt, 2014). Two SMC monomers dimerize and, together with the bacteria-specific proteins ScpA and ScpB, form a tripartite ring that can bring distal DNA segments close together to help organize bacterial chromosomes (Bürmann et al., 2013; Mascarenhas et al., 2002). The topological entrapment of DNA by a ring-shaped SMC complex has been shown for cohesin and condensin and for *Bacillus subtilis* SMC (Cuylen et al., 2011; Ivanov and Nasmyth, 2005; Wilhelm et al., 2015). It is likely that topological entrapment is a general feature of all SMC complexes.

How SMC gets loaded onto DNA and topologically entraps DNA is generally well studied in eukaryotes, but not yet completely understood (reviewed in Uhlmann, 2016). In bacteria, SMC loading, translocation, and DNA entrapment is less well known but likely involves the ParA-ParB-*parS* system (Gruber and

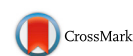

CrossMark

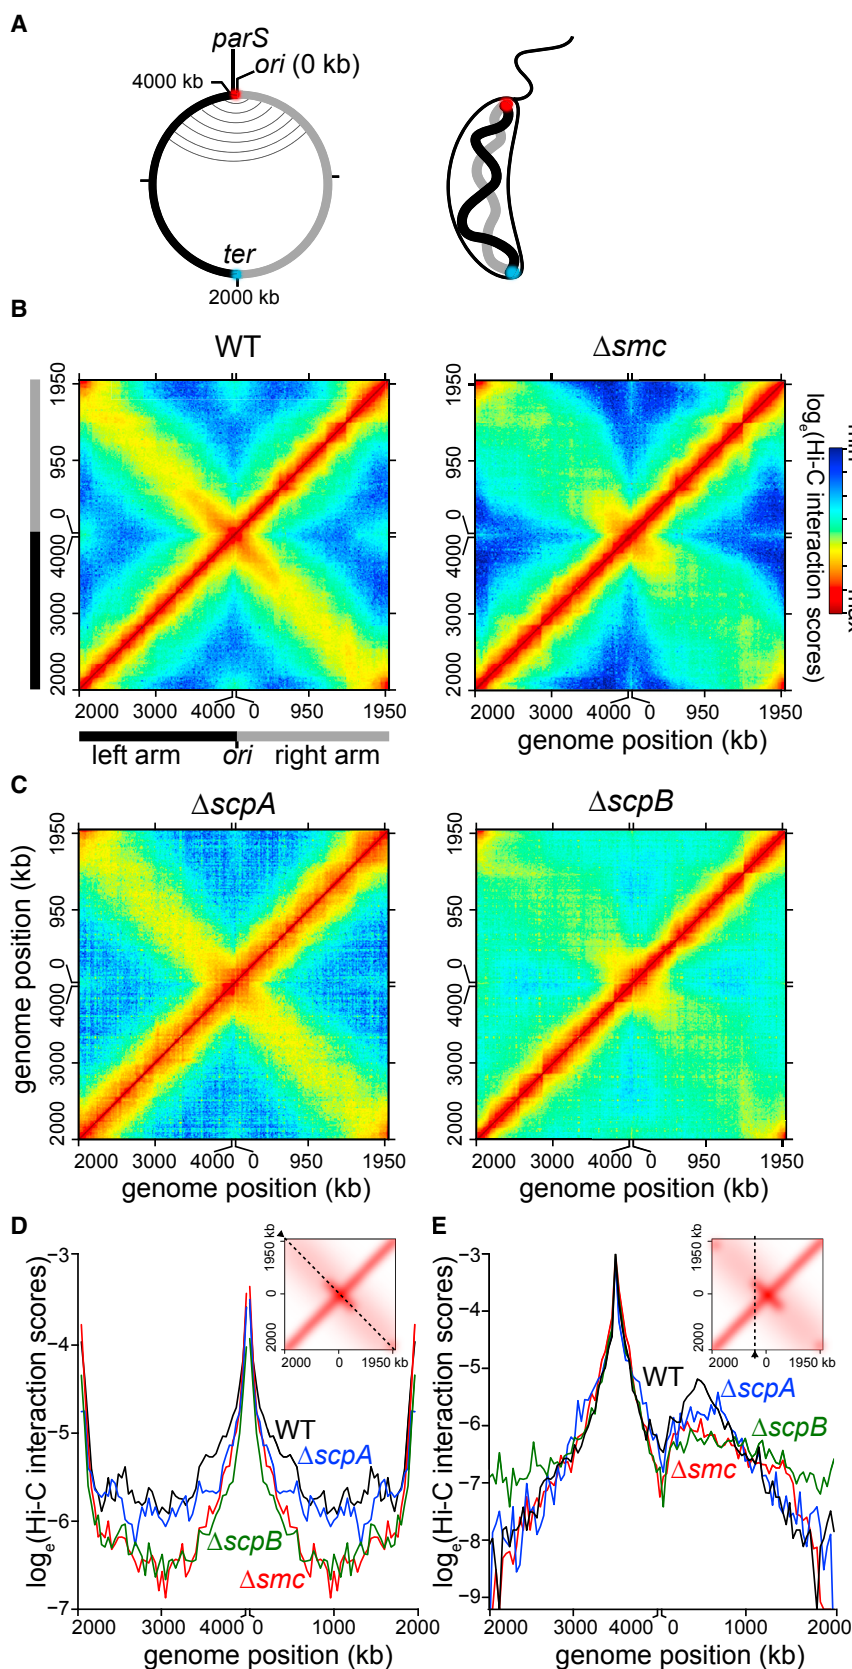

Figure 1. The SMC-ScpA-ScpB Complex Promotes the Alignment of Chromosomal Arms

(A) A simplified genomic map of *Caulobacter* showing the origin of replication (*ori*), the *parS* site, and the terminus (*ter*), together with left (black) and the right (gray) chromosomal arms. On the genomic map, aligned DNA regions are presented schematically as gray curved lines connecting the two chromosomal arms. Spatially, *ori* (red) and *ter* (cyan) are at opposite poles, and the two arms run in parallel down the long axis of the cell.

(B) Normalized Hi-C contact maps showing the natural logarithm of DNA-DNA contacts for pairs of 10-kb bins across the genome of WT and Δsmc cells (Le et al., 2013).

(C) Normalized Hi-C contact maps for $\Delta scpA$ and $\Delta scpB$ cells.

(D) Hi-C interaction scores along the secondary diagonal (black dashed line in the inset) for contact maps of WT, Δsmc , $\Delta scpA$, and $\Delta scpB$ cells. Bins near *ori* or near *ter* are dominated by intra-arm instead of inter-arm DNA-DNA interactions due to the circular nature of the chromosome.

(E) Hi-C interaction scores along the vertical line (black dashed line in the inset) for contact maps of WT, Δsmc , $\Delta scpA$, and $\Delta scpB$ cells.

Errington, 2009; Lin and Grossman, 1998; Minnen et al., 2011). ParB is a DNA-binding protein that nucleates on a centromere-like *parS* sequence (Mohl and Gober, 1997) and then spreads non-specifically along the DNA, likely forming a large nucleoprotein complex (Breier and Grossman, 2007; Graham et al., 2014). ParA, a Walker-box ATPase, interacts with ParB and is required for the segregation of replicated chromosomes to daughter cells (Figge et al., 2003). In *B. subtilis*, ParB loads SMC onto the chromosome mainly at the *ori*-proximal *parS* sites (Gruber and Errington, 2009; Marbouty et al., 2015; Wang et al., 2015). Loaded SMC then translocates from *parS* to distal parts of the chromosome in an ATP hydrolysis-dependent manner (Minnen et al., 2016; Wang et al., 2017). This action is thought to individualize the origins of replicated chromosomes, thereby helping to segregate replicated chromosomes. It has been proposed that *B. subtilis* SMC loaded at *parS* translocates the full length of the chromosome to *ter* to promote chromosome arm alignment (Gruber and Errington, 2009; Minnen et al., 2016; Wang et al., 2017). However, chromatin immunoprecipitation with deep sequencing (ChIP-seq) studies indicate that *B. subtilis* SMC is most enriched near *ori*, so whether SMC directly promotes arm alignment uniformly across the genome is unclear (Minnen et al., 2016; Wang et al., 2017).

Caulobacter harbors both a canonical SMC-ScpA-ScpB complex as well as a ParA-ParB-*parS* system. The ParA-ParB-*parS* complex is essential (Mohl and Gober, 1997). In contrast, *Caulobacter* SMC is not required for survival in laboratory conditions (Le et al., 2013). *Caulobacter* cells lacking SMC grow slightly slower but are not temperature sensitive or prone to accumulating suppressor mutations as originally suggested (Jensen and Shapiro, 1999). Nevertheless, ectopic overexpression of an ATPase-defective *smc* mutant shows a severe defect in sister chromosome segregation in this bacterium, consistent with *Caulobacter* SMC playing a role in chromosome segregation (Schwartz and Shapiro, 2011).

How SMC influences other cellular processes, like transcription, and is, in turn, influenced by these processes is not well understood. In yeast, cohesin is pushed along the chromosome in the same direction as transcription, without dissociating (Ocampo-Hafalla et al., 2016). Similarly, in budding yeast, RNA polymerase can drive the short-range relocation of condensin (D'Ambrosio et al., 2008; Johzuka and Horiuchi, 2007). Whether bacterial RNA polymerase affects SMC has not been systematically investigated. Notably, in almost all bacteria, most genes, especially highly expressed genes, are transcribed from *ori* to *ter* (reviewed in Rocha, 2008). This co-orientation of genes could help push SMC toward *ter*; alternatively, or in addition, genes transcribed in a head-on orientation could antagonize the translocation of SMC.

Here, we use Hi-C and ChIP-seq, together with microscopy-based analysis of single cells to elucidate the role and the mechanism of SMC in the global organization of the *Caulobacter* chromosome. We provide evidence that (1) SMC is required for the progressive alignment of the two chromosomal arms, proceeding in the *ori-ter* direction, (2) *Caulobacter* SMC is loaded onto the chromosome at the *parS* site and ParB is essential for the SMC-mediated arm alignment, (3) *Caulobacter* SMC most likely functions as a tether to actively cohes ~600-kb *parS*-proximal regions

of the chromosomal arms together, and (4) head-on transcription can profoundly disrupt the alignment of chromosomal arms, likely by interfering with SMC translocation from *parS*. Altogether, our results demonstrate a tight interdependence of bacterial chromosome organization and global patterns of transcription.

RESULTS

The SMC-ScpA-ScpB Complex Is Required for the Alignment of Chromosomal Arms

Caulobacter cells lacking SMC show a dramatic reduction in inter-arm DNA-DNA interactions (Le et al., 2013; Figure 1B). To test whether the *Caulobacter* ScpA and ScpB homologs are also required for inter-arm interactions, we generated Hi-C contact maps for homogeneous G1-phase populations of Δ scpA and Δ scpB cells (Figures 1B and 1C). We divided the *Caulobacter* genome into 10-kb bins and assigned to corresponding bins the interaction frequencies of informative ligation products. Interaction frequencies were visualized as a matrix, with each matrix element, m_{ij} , indicating the natural logarithm of the relative interaction frequency of DNA loci in bin *i* with those in bin *j*. To emphasize the *ori*-proximal region, we oriented the Hi-C contact maps such that the *ori* (0 kb or 4,043 kb) is at the center of the x and y axis and the left and the right chromosomal arm are on either side (Figures 1B and 1C).

On the contact map of wild-type (WT) *Caulobacter*, the primary and high-interaction diagonal represents interactions between DNA on the same arm of the chromosome, i.e., intra-arm contacts, whereas the less prominent secondary diagonal represents DNA-DNA interactions between opposite arms, i.e., inter-arm contacts (Figure 1B). The diagonal pattern of inter-arm contacts on a Hi-C map indicates that each locus on one chromosomal arm interacts with a locus roughly equidistant from the *ori* on the opposite arm, reflecting a global alignment of the chromosomal arms. Consistent with our previous studies (Le et al., 2013), the inter-arm interactions are significantly reduced in a Δ smc strain. The Hi-C map for Δ scpB revealed a similar decrease in inter-arm interactions, with no strong or obvious change in intra-arm interactions (Figures 1C–1E). The Hi-C map for Δ scpA also exhibited a decrease in inter-arm interactions, though not nearly as significant as for Δ smc and Δ scpB (Figures 1C–1E). These data are consistent with ScpA and ScpB forming a complex with SMC that promotes the co-linearity of chromosomal arms in *Caulobacter*.

ParB Induces a Progressive Alignment of Chromosomal Arms from *ori* to *ter*

In Gram-positive bacteria, such as *B. subtilis* and *Streptococcus pneumoniae*, SMC is loaded onto the chromosome by ParB at *ori*-proximal *parS* sites (Gruber and Errington, 2009; Minnen et al., 2011). To test whether this mechanism is conserved in *Caulobacter*, a Gram-negative bacterium, we used a strain where ParB, which is essential for viability, can be depleted. The promoter of *parB* at its native chromosomal locus was replaced with a xylose-inducible promoter, P_{xyI} . Cells grown to exponential phase in the presence of xylose were then washed free of xylose and incubated for five hours in a rich medium supplemented with glucose to inhibit P_{xyI} activity. Immunoblot

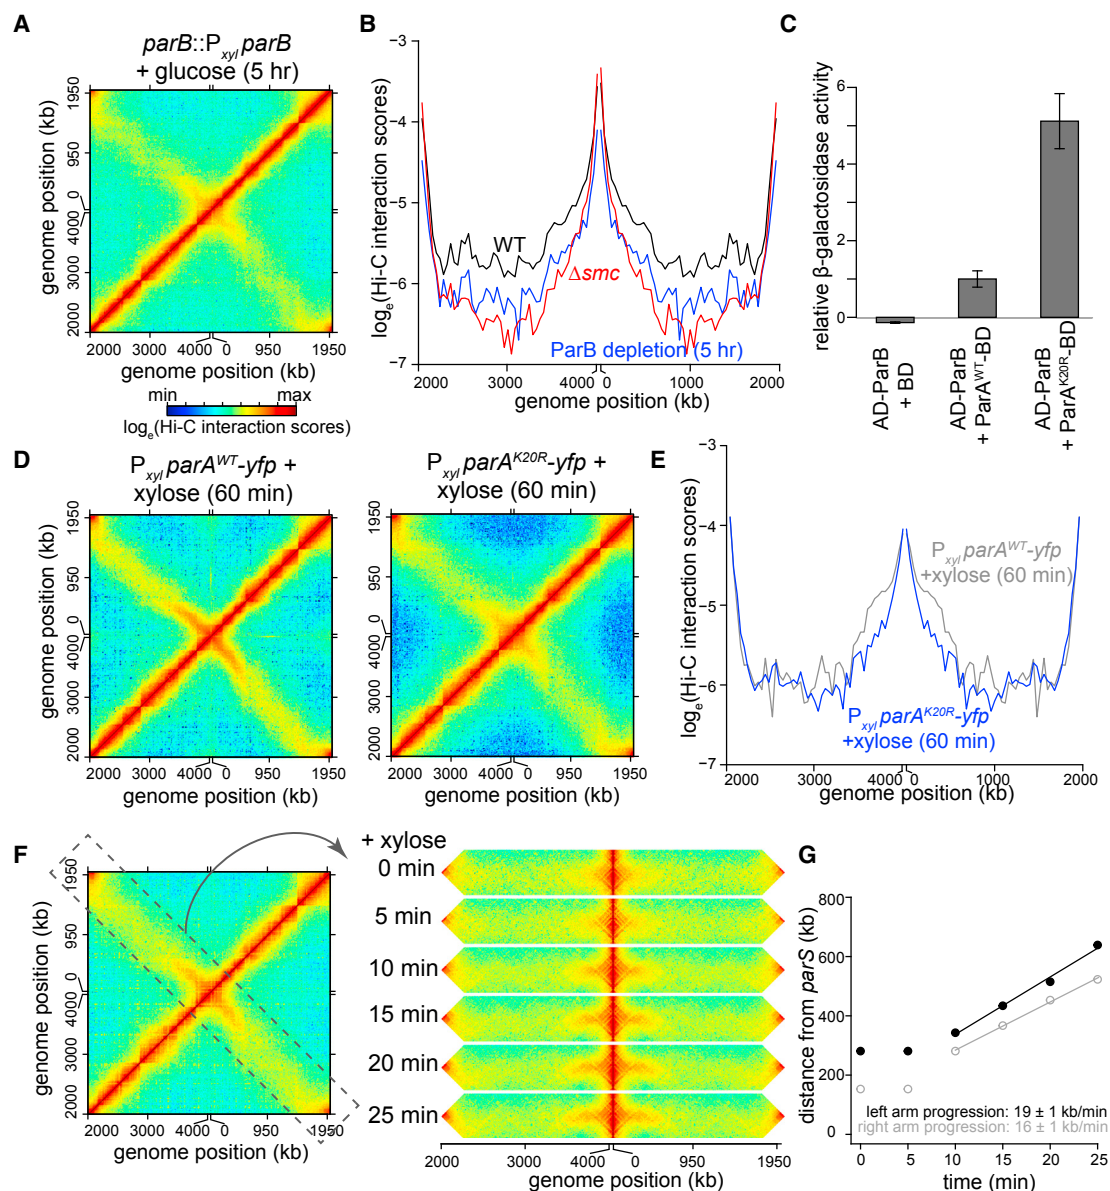

Figure 2. ParB Is Required for the Progressive Alignment of Chromosomal Arms by SMC

(A) Normalized Hi-C maps for *parB::P_{xyl} parB* cells 5 hr after starting the depletion experiment.
 (B) Hi-C interaction scores along the secondary diagonal for contact maps of WT (black), Δsmc (red), and *parB::P_{xyl} parB* cells (blue) 5 hr after starting the depletion experiment.
 (C) Yeast two-hybrid assay to compare ParB-ParA^{WT} interaction to that of ParB-ParA^{K20R}. The β -galactosidase activity was assayed for each strain and is presented relative to the value obtained for the ParB-ParA^{WT} interaction. Error bars represent SD from four biological replicates.
 (D) Normalized Hi-C maps for cells overexpressing *parA^{WT}-yfp* and *parA^{K20R}-yfp* after adding xylose for 1 hr.
 (E) Hi-C interaction scores along the secondary diagonal for contact maps of cells overexpressing *parA^{WT}-yfp* (gray) and *parA^{K20R}-yfp* (blue) after adding xylose for 1 hr.
 (F) A time-resolved Hi-C for cells that are replenishing of ParB. Time after adding back xylose was indicated next to each Hi-C strip. For presentation purposes, the secondary diagonal (black dashed box) was rotated and laid out horizontally.
 (G) Analysis of the progression of chromosomal arm alignment. The extent of DNA alignment at each time point after adding back xylose was plotted for each chromosomal arm. The black and gray lines are linear best fit lines for data from time point 10 min to 25 min.

analysis with an α -ParB antibody indicated ~ 2.5 -fold decrease in ParB concentration after the five hours in glucose ($T = 0$ min; Figure S1A). The contact map of ParB-depleted cells exhibited

a clear reduction in inter-arm contacts, similar to Δsmc cells, indicating a role of ParB in maintaining chromosomal arm alignment, possibly by loading SMC onto DNA (Figures 2A and 2B).

As with *B. subtilis* SMC (Gruber and Errington, 2009; Wang et al., 2015), the *Caulobacter* SMC complex may be recruited and loaded onto DNA via a direct interaction with ParB. If so, we reasoned that overexpressing a strong ParB-interacting protein might prevent interactions with SMC and, in turn, disrupt alignment of the chromosomal arms. To test this hypothesis, we performed Hi-C on cells overexpressing a YFP-tagged variant of ParA harboring a K20R substitution. ParA(K20R) is defective in ATP binding but binds ParB more tightly than ParA (WT), at least in a yeast two-hybrid assay (Figure 2C; Shebelut et al., 2010). The Hi-C contact map for a strain overexpressing ParA(K20R) showed a modest but significant decrease in chromosomal arm alignment compared to a control strain overexpressing ParA (WT) ($p < 10^{-12}$; paired Student's t test; Figures 2D, 2E, S1B, and S1C). This result reinforces our conclusion that ParB is required for the SMC-mediated alignment of chromosomal arms in *Caulobacter*.

To investigate the directionality and dynamics of chromosome arm alignment, we again depleted ParB by growing cells in rich medium with glucose for 5 hr and then added back xylose to induce ParB de novo. Samples were taken 0, 5, 10, 15, 25, and 30 min after xylose addition for Hi-C analysis. Immunoblot analysis with α -ParB antibody showed gradual accumulation of new ParB after adding back xylose (Figure S1A). At the 0- and 5-min time points, we observed very little inter-arm interaction, as above (Figures 2F, S1D, and S1E). However, over time, the inter-arm interactions increased, beginning close to *ori* and *parS* and then extending toward *ter* (Figures 2F, 2G, S1D, and S1E). The two arms aligned directionally at a rate of ~ 19 kb per minute and ~ 16 kb per minute for the left and right arm, respectively (Figures 2F and 2G). These data are consistent with a model in which SMC is loaded by ParB, likely at *ori/parS*, and then translocates down the arms toward *ter*, driving their alignment. Nevertheless, we cannot formally exclude the possibility that ParB might have additional, SMC-independent roles in chromosomal arm alignment.

The *parS* site is ~ 8 kb from *ori* in *Caulobacter* (Toro et al., 2008). To directly test the model that SMC is loaded onto DNA at *parS* sites, we inserted a 260-bp DNA fragment containing a *parS* site either at +1,800 kb or +2,242 kb from *ori* (Figure S2A). We verified that this ectopic *parS* site was sufficient to recruit ParB, using ChIP-seq analysis of ParB, which binds to the native *parS* site (Figure S2B). We then performed Hi-C on the strain harboring the additional *parS* site and observed a new secondary diagonal, emanating from the approximate position of the ectopic *parS* site (Figure S2C). The extent of alignment from this ectopic site was less than that associated with the original *parS*, an issue examined in depth below. Taken together, our results support a model in which ParB loads SMC at *parS* sites, leading to the subsequent progressive alignment of flanking DNA.

SMC Promotes DNA Alignment Most Effectively for *parS*-Proximal Genomic Regions

After being loaded at *parS* sites, SMC likely translocates down the chromosomal arms to drive their alignment. However, the extent of inter-arm interactions was not uniform across the entire chromosome, indicating that each loaded SMC complex may

not travel the entire length of the chromosome. In fact, we noted that, in WT cells, inter-arm interactions reduced gradually away from *parS*, leveling out after ~ 600 kb in either direction (Figure 1D). These observations suggested that SMC is not uniformly distributed across the chromosome and instead may be enriched in the regions showing highest inter-arm interactions. To test this hypothesis, we first used ChIP-seq to map the genome-wide distribution of epitope-tagged SMC. We fused the SMC-encoding gene to a FLAG tag at the N terminus and placed this allele downstream of P_{xyI} on a medium-copy-number plasmid. We then performed Hi-C on Δsmc cells that produced this FLAG-tagged SMC via leaky expression from P_{xyI} (Figure S3A). Chromosomal arm alignment was comparable to the WT level (Figures S3B and S3C), indicating that FLAG-SMC is functional. Overproducing FLAG-SMC in the Δsmc background by adding xylose did not extend arm alignment beyond the WT level (Figures S3B and S3C). We performed α -FLAG ChIP-seq with the Δsmc P_{xyI} -*flag-smc* strain. As a negative control, we performed α -FLAG ChIP-seq on WT *Caulobacter*, i.e., cells with untagged SMC (Figure S3D). Although only a small percentage of ChIP DNA is enriched by FLAG-SMC, we observed a clear enrichment of SMC-bound DNA near the *parS* site (Figure 3A), consistent with SMC loading at *parS*. SMC decreases in enrichment away from *parS* but is enhanced close to the *ter* area (Figure 3A; Discussion). We also noted the enrichment of SMC at highly transcribed genes (Figures 3A and 3B), most likely as an artifact of non-specific immunoprecipitation (Teytelman et al., 2013).

Notably, FLAG-tagged SMC was enriched above background in a region overlapping *parS* that extended from approximately +3,680 kb to +345 kb, the same approximate region that shows the most extensive inter-arm alignment by Hi-C (Pearson's correlation coefficient = 0.75; $p < 10^{-12}$; Figures 3A and S4A). We could not detect significant enrichment of FLAG-tagged SMC beyond this *parS*-proximal region, indicating that SMC is either not appreciably bound to *parS*-distal regions of the chromosome or its association drops below our limit of detection with ChIP-seq. In either case, we conclude that (1) SMC is not uniformly distributed across the genome and (2) the enrichment of SMC correlates with the extent of chromosome arm alignment at the *ori*-proximal region.

To further test the relationship of SMC enrichment and the alignment of flanking DNA, we generated a strain bearing a relatively large inversion (involving genomic DNA normally between +3,611 and +4,038 kb) such that *parS* is relocated ~ 427 kb away from *ori*; this strain is referred to as the Flip 1-5 strain (Figure 3B). ChIP-seq of FLAG-tagged SMC in the Flip 1-5 inversion strain showed an enrichment of DNA surrounding the relocated *parS* site at a peak level comparable to the *ori*-proximal *parS* (Figures 3A and 3B), further supporting the conclusion that SMC is loaded at *parS* and that SMC enrichment near *parS* is independent of *ori*.

The Hi-C contact map of the Flip 1-5 inversion strain also showed a secondary diagonal (Figures 3C and S5A). However, the starting point of the flanking DNA alignment was shifted and coincided with the genomic position of the relocated *parS* (Figures 3C and S5A). This ectopic arm alignment was reduced dramatically in the absence of *smc* (Figures 3C and 3D),

(legend on next page)

indicating that arm alignment in the Flip 1-5 strain still depends on SMC. For the Flip 1-5 strain, the inter-arm alignment was again strongest in a limited region around *parS*, extending approximately 330–420 kb in each direction (Figures 3D and S5B). The extent of arm alignment in the Flip 1-5 strain was reduced compared to WT cells (~600 kb), consistent with the reduced region showing SMC enrichment by ChIP-seq (Figures 3B and S4B).

Collectively, the data presented thus far suggest that SMC loaded at *parS* may only translocate a limited distance down the chromosome. If so, we predicted that if the chromosome expanded, as occurs in elongating, G1-arrested cells, then *parS*-proximal regions would (1) remain better aligned than other chromosomal regions and (2) exhibit a stronger dependence on *smc* for alignment (Figure S5C). To test this model, we fluorescently labeled pairs of DNA loci, at equivalent distances from *ori*, but on opposite arms of the chromosome, using an orthogonal ParB/*parS* system (Badrinarayanan et al., 2015b). A pair of DNA loci were engineered at +200 kb and +3,842 kb, i.e., within the *parS*-proximal domain showing strongest SMC enrichment and highest inter-arm Hi-C values. Another pair of DNA loci was labeled in the middle of each arm (+1,000 kb and +3,042 kb). And finally, to investigate chromosomal arm alignment near *ter*, a pair of DNA loci at +1,800 kb and +2,242 kb were fluorescently labeled. We then measured, for each pair of loci, inter-focus distances in a population of otherwise WT and Δsmc cells (Figure 3E). To allow cells to elongate and expand their chromosomes, we measured inter-focus distances in cells where the only copy of *dnaA* was driven by a vanillate-regulated P_{var} promoter. Washing cells free of vanillate produced a population of cells that each contained just one copy of the chromosome and continued to grow but were unable to divide, leading to an elongated cell where the chromosome fills the entire available cytoplasmic space (Le and Laub, 2016).

As cell length increased with time, we observed that the mean inter-focus distances for each pair of DNA loci also increased, consistent with an overall expansion of the chromosome (Figure 3E). However, the rate of expansion was different, depending on genomic locations of labeled DNA loci. The inter-focus dis-

tance for the *parS*-proximal, 200- to 3,842-kb pair increased only modestly, ~0.5 μm as the cell length tripled (Figure 3E). In contrast, the inter-focus distance for mid-arm loci increased ~1.5 μm on average as the cell length tripled (Figure 3E). Importantly, the inter-focus distance of the *parS*-proximal loci, but not the other locus pairs, increased in the Δsmc background (Figure 3E). These microscopy-based analyses support our hypothesis that SMC most effectively aligns the chromosome arms nearest the *ori* and *parS* site where it is loaded.

In parallel, we analyzed Hi-C data on the elongated cells resulting from DnaA depletion (Figures S5D and S5E; Le and Laub, 2016). We observed that ~300 kb surrounding *parS* remains well aligned, even in elongated cells 3 hr after starting the depletion (Figures S5D and S5E). In contrast, chromosomal arm alignment elsewhere on the chromosome was rapidly lost to the same extent as in Δsmc cells 2 hr after starting the depletion (Figures S5F and S5G). These results agree well with the single-cell microscopy results and together suggest that *Caulobacter* SMC functions most effectively to align chromosomal arms near *ori/parS*.

Conflicts with Transcription Influence the SMC-Mediated Alignment of Chromosomal Arms

We noted that the region showing the strongest inter-arm interactions did not extend as far from *parS* in the Flip 1-5 strain or in the strains harboring the ectopic *parS* sites near *ter* (Figures 3C, 3D, S5A, and S5B). These observations suggested that the genomic context surrounding *parS* may influence the translocation of SMC along each arm of the chromosome and, consequently, the patterns of inter-arm interaction.

We hypothesized that highly expressed genes, particularly those oriented toward *parS*, may limit the translocation of SMC. To test this idea, we engineered a strain, hereafter called Flip 2-5, in which a ~419-kb DNA segment between +3,611 kb and +4,030 kb on the left arm was inverted (Figure 4A). This inversion leaves *parS* at its original location but dramatically changes the genomic context of the flanking DNA on one side of *parS* while leaving the other side unperturbed (Figures 4A, S6A, and S6B). The inverted segment contains several highly

Figure 3. SMC Is Enriched at the *parS* Site and Promotes DNA Alignment Most Effectively for *parS*-Proximal Regions

(A) The distribution of FLAG-tagged SMC on WT *Caulobacter* chromosome. ChIP-seq signals were reported as the number of reads within every 1-kb bin along the genome (RPKPM) in the ChIP fraction of FLAG-tagged SMC divided by untagged SMC. The dashed red line shows y axis value at 1. Below the ChIP-seq profile is the position of highly expressed genes that transcribe in the *ori-ter* (solid red arrows) or *ter-ori* (solid blue arrows) direction. The positions of rRNA gene cluster are indicated with open red or blue arrows. The direction and extent of SMC translocation from *parS* site were shown as black arrows and orange bar, respectively. A schematic genomic map of *Caulobacter* showing the position of *parS* (red) and *ori* are presented in the inset. The inverted DNA segment (green arrow) is indicated together with the end points of the inversion (1 and 5). On the genomic map, aligned DNA regions, as observed by Hi-C, are presented schematically as gray curved lines connecting the two chromosomal arms.

(B) The distribution of FLAG-tagged SMC on the chromosome of Flip 1-5 *Caulobacter*.

(C) Normalized Hi-C maps for the Flip 1-5 and Flip 1-5 Δsmc cells.

(D) Hi-C interaction scores along the secondary diagonal for contact maps of WT (black), Flip 1-5 (blue), and Flip 1-5 Δsmc cells (red). The Hi-C interaction scores along the secondary diagonal of Flip 1-5 and Flip 1-5 Δsmc cells (black dashed lines in C) were shifted to the same position as that of WT to enable comparison between strains. The vertical black dashed line at ~330 kb away from *ori* shows the position where Hi-C interaction scores along the secondary diagonal start to reduce in Flip 1-5 strain in comparison to WT.

(E) Inter-focus distances expand differentially in elongated *Caulobacter* cells, depending on their genomic locations. Pairs of DNA loci were labeled with YFP-ParB^{PMT1}/*parS*^{PMT1} and mCherry-ParB^{P1}/*parS*^{P1} near *ori* (+200 kb and +3,842 kb), at the middle of each arm (+1,000 kb and +3,042 kb), near *ter* (+1,800 kb and +2,242 kb), or on the same arm (+1,600 kb and +1,800 kb). Boxplots show the distribution of inter-focus distances for cells of different sizes with SMC (gray) or without (red) SMC. Asterisks indicate statistical significance (***p < 0.001; ns, not significant; one-tailed Student's t test; null hypothesis: inter-focus distance in Δsmc is greater than in WT cells).

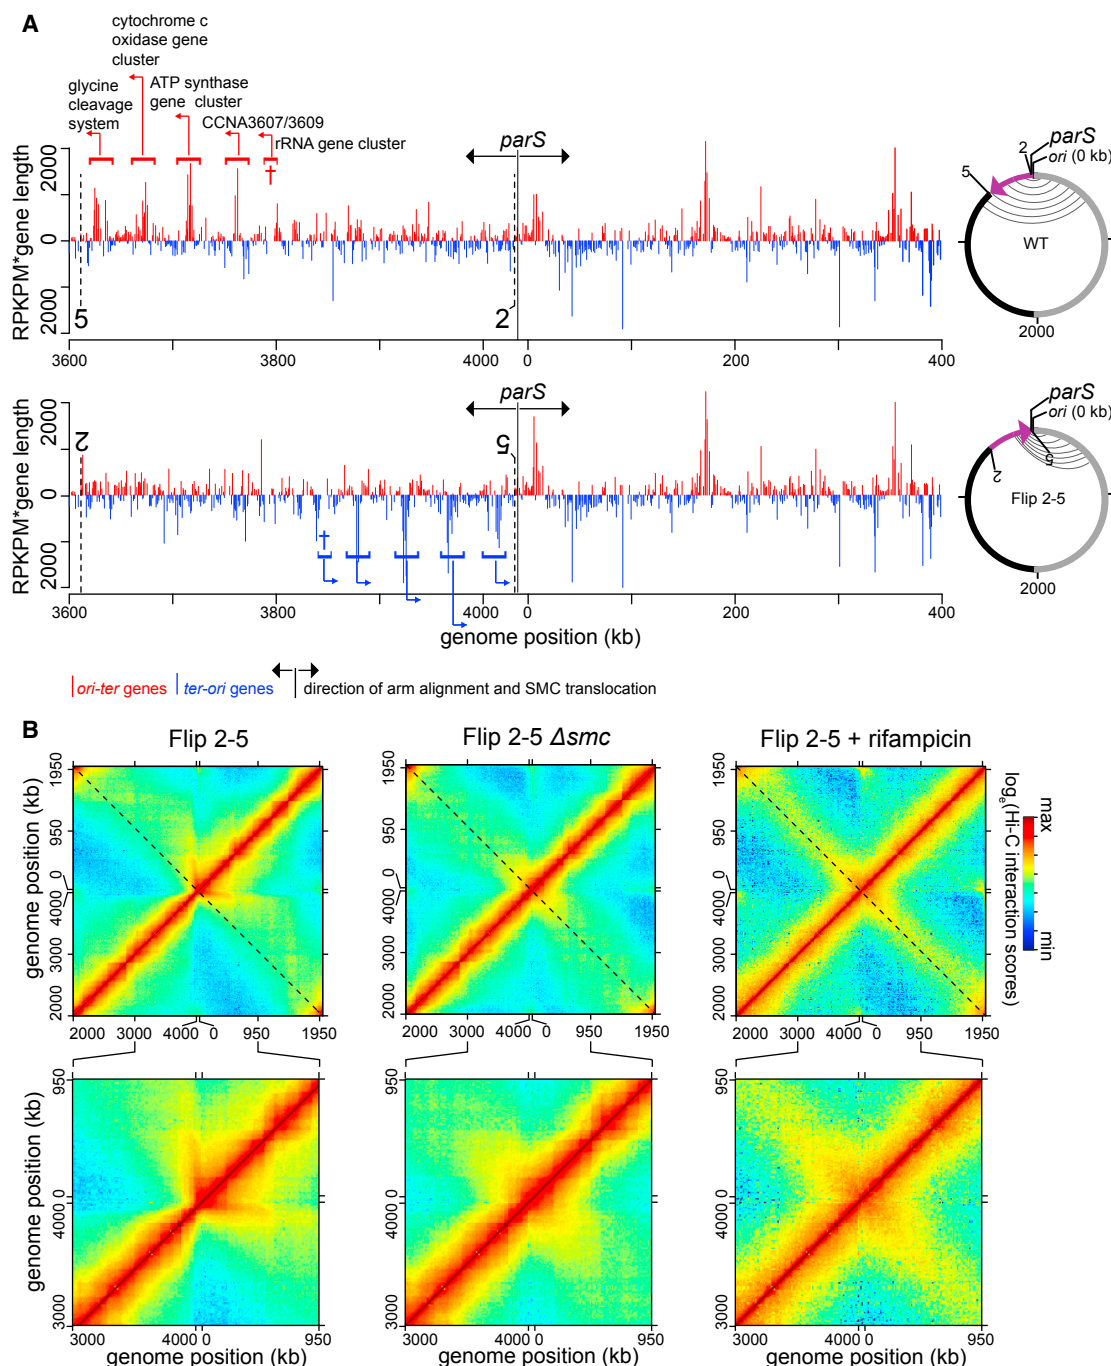

Figure 4. Genomic Context and Transcription Influence the SMC-Mediated Alignment of Chromosomal Arms

(A) The abundance of RNA polymerases on genes that transcribe in the *ori-ter* direction (red) or in the *ter-ori* direction (blue) in WT and Flip 2-5 cells for the DNA segment between +3,600 kb and +400 kb. The position of *parS* and the direction of SMC translocation are indicated with black arrows. For the whole genome plot, see Figure S6. ChIP-seq using α -FLAG antibody was performed on cells expressing *rpoC-flag* from its native locus in WT background (upper panel) or in Flip 2-5 background (lower panel). The abundance of RNA polymerases was represented as RPKM $\times$ gene length for each gene and plotted against the genomic location of that gene. Due to short sequencing reads and the high similarity between the two rRNA clusters, it is not reliable to estimate the RNA polymerase density within each rRNA cluster. Therefore, enrichment data for rRNA gene clusters are not shown. Nevertheless, we indicate the genomic position of a highly expressed rRNA cluster on *Caulobacter* genome with a dagger ($\dagger$) symbol. Vertical black dashed lines with numbering 2 and 5 indicate the inversion end points. (B) Normalized Hi-C contact maps for Flip 2-5, Flip 2-5 Δ smc cells, and Flip 2-5 cells treated with rifampicin. A 1,000-kb region surrounding *parS/ori* was also zoomed in and presented below each whole-genome Hi-C contact map.

expressed genes, including a rRNA gene cluster and genes encoding ATP synthase, the glycine cleavage system, and cytochrome *c* oxidase, that all normally read in the *ori-ter* direction, i.e., co-directionally with SMC translocation (Figures 4A, S6A, and S6B; Le and Laub, 2016).

To assess the density of RNA polymerases directly, we performed ChIP-seq on exponentially growing cells producing RpoC-FLAG as the only version of RNA polymerase β' subunit (Figures 4A, S6A, and S6B). Separating sequencing reads based on the direction of transcription clearly demonstrated an enrichment of highly expressed genes transcribed in the *ori-ter* direction in WT cells between +3,611 and +4,030 kb (Figures 4A and S6A). We also confirmed, using ChIP-seq on RpoC-FLAG, that these same genes remain highly expressed in the Flip 2-5 background but now on the opposite strand such that they read in a *ter-ori* direction (Figures 4A and S6B).

The Hi-C contact map of G1-phase Flip 2-5 cells showed, in sharp contrast to WT cells, a pronounced asymmetrical pattern of inter-arm interactions (Figures 4B, S7A, and S7B). The inter-arm interactions in the Flip 2-5 strain manifested as a nearly vertical streak in the Hi-C map, still emanating from a *parS*-proximal position (Figure 4B). This vertical streak indicates that the strongest inter-arm interactions now occur between an ~50- to 80-kb region of DNA on the left side of *parS* with an ~400-kb segment on the right arm of the chromosome, a pronounced asymmetry compared to the pattern in WT cells (Figure 4B). We confirmed that this asymmetrical pattern of inter-arm interactions in the Flip 2-5 strain is still dependent on SMC as this vertical streak disappeared from the contact map of Flip 2-5 Δsmc cells (Figure 4B). These results suggest that the genomic context of DNA flanking the *parS* site, and likely the orientation of highly expressed genes, can dramatically influence the pattern of inter-arm contacts.

To assess whether the Flip 2-5 strain also led to a change in the genomic distribution of SMC, we performed ChIP-seq on FLAG-SMC in the Flip 2-5 background (Figures 5 and S4C; Pearson's correlation coefficient between ChIP-seq and Hi-C data = 0.6; $p < 10^{-12}$). The enrichment of SMC dropped off slightly faster in the first ~150 kb away from *parS*, in the *ori-ter* direction, in the Flip 2-5 strain compared to WT (Figures 5A and S7C). However, most strikingly, the Flip 2-5 strain exhibited a series of new SMC ChIP-seq peaks, in addition to the one at *parS*, particularly in the region that was inverted (solid triangles, Figures 5A–5C). Comparing the SMC and RpoC ChIP-seq profiles indicated that these new SMC peaks coincided with the highly expressed gene clusters that had been reoriented in the inversion to read toward *ori* and *parS* (Figure 5C). These new peaks are not artifacts that are normally associated with highly transcribed genes because (1) they are unique in Flip 2-5 cells, but not in the WT or Flip 1-5 control, and (2) the shape and the magnitude of the unique peaks in Flip 2-5 are distinct from that of WT and the Flip 1-5 cells (Figure 5C). These data suggested that transcription in a head-on orientation with SMC translocation can either impede SMC translocation away from *parS*, unlink potential handcuffed SMC, or drive the dissociation of SMC from DNA, limiting the extent of inter-arm contacts and, in some cases, produce an asymmetrical pattern of inter-arm contacts by Hi-C.

To test whether the asymmetrical inter-arm interactions in the Flip 2-5 strain arise because of the reoriented, highly ex-

pressed genes within the inverted genomic region, we treated Flip 2-5 cells with rifampicin before fixing cells for Hi-C (Figure 4B). Rifampicin inhibits transcription elongation in bacteria, thereby eliminating actively translocating RNA polymerases from the chromosome. As we reported previously for WT cells, the inhibition of transcription reduced short-range intra-arm contacts (Le et al., 2013). In addition, for the Flip 2-5 strain, the vertical streak was eliminated and the inter-arm interactions reverted to a symmetric pattern on the diagonal (Figures 4B and S7B), demonstrating that transcription is required for an asymmetrical inter-arm interaction pattern.

To further test the relationship between the orientation of highly expressed genes and SMC-dependent inter-arm interactions, we constructed three additional strains with different chromosomal inversions (Figure 6A). We wondered whether reversing the transcription orientation of a single highly transcribing rRNA gene cluster would be sufficient to induce an asymmetrical inter-arm pattern. To test this possibility, we created the Flip 3-4 strain (Figure 6A). The Hi-C map of G1-phase cells of the Flip 3-4 strain showed negligible changes to the inter-arm alignment compared to non-flipped cells (Figures 6B and 6C). However, the inverted region in this strain is ~240 kb away from *parS* and, as noted above, SMC and SMC-dependent inter-arm interactions are strongest within a limited range around *parS*. Thus, we reasoned that the effect of an inverted rRNA cluster would be stronger if placed closer to *parS*. We did so by constructing the Flip 2-4 strain that has DNA between +3,788 kb and +4,030 kb inverted (Figure 6A). Hi-C on G1-phase cells of the Flip 2-4 strain showed a pronounced asymmetrical inter-arm interaction pattern (~20° deviation from a diagonal, starting after 80 kb from *ori*), though less dramatic than that of the Flip 2-5 cells, in which several highly expressed genes in addition to the rRNA locus were inverted (Figures 4B, 6B, and 6C).

We further investigated the effect of transcription orientation bias on chromosomal arm alignment by inverting a DNA segment between +3,611 kb and +3,788 kb, the Flip 4-5 strain. Although this section does not contain an rRNA gene cluster, it includes four highly transcribed operons that normally transcribe in the *ori-ter* direction in WT cells (Figure 6A; denoted with square brackets in Figure 4A). Preceding this segment, DNA between +3,788 kb and +4,030 kb is largely free of highly expressed genes oriented toward *ori/parS* (Figure 4A). Hi-C on G1-phase cells of the Flip 4-5 strain showed two distinct phases of inter-arm contacts (Figures 6B and 6C). The first phase (~290 kb) is a typical set of symmetrical inter-arm contacts as seen in WT cells. The second phase coincides with the inverted DNA segment and has a pronounced asymmetrical inter-arm pattern (Figures 6B and 6C). Collectively, our results emphasize that highly transcribed genes, depending on their transcriptional direction, can dramatically influence the action of SMC and the global organization of a chromosome.

DISCUSSION

Conflicts between SMC and RNA Polymerase and the Consequences for Bacterial Chromosome Organization

Chromosomes in all organisms are typically laden with DNA-bound proteins that likely influence the dynamics and movement

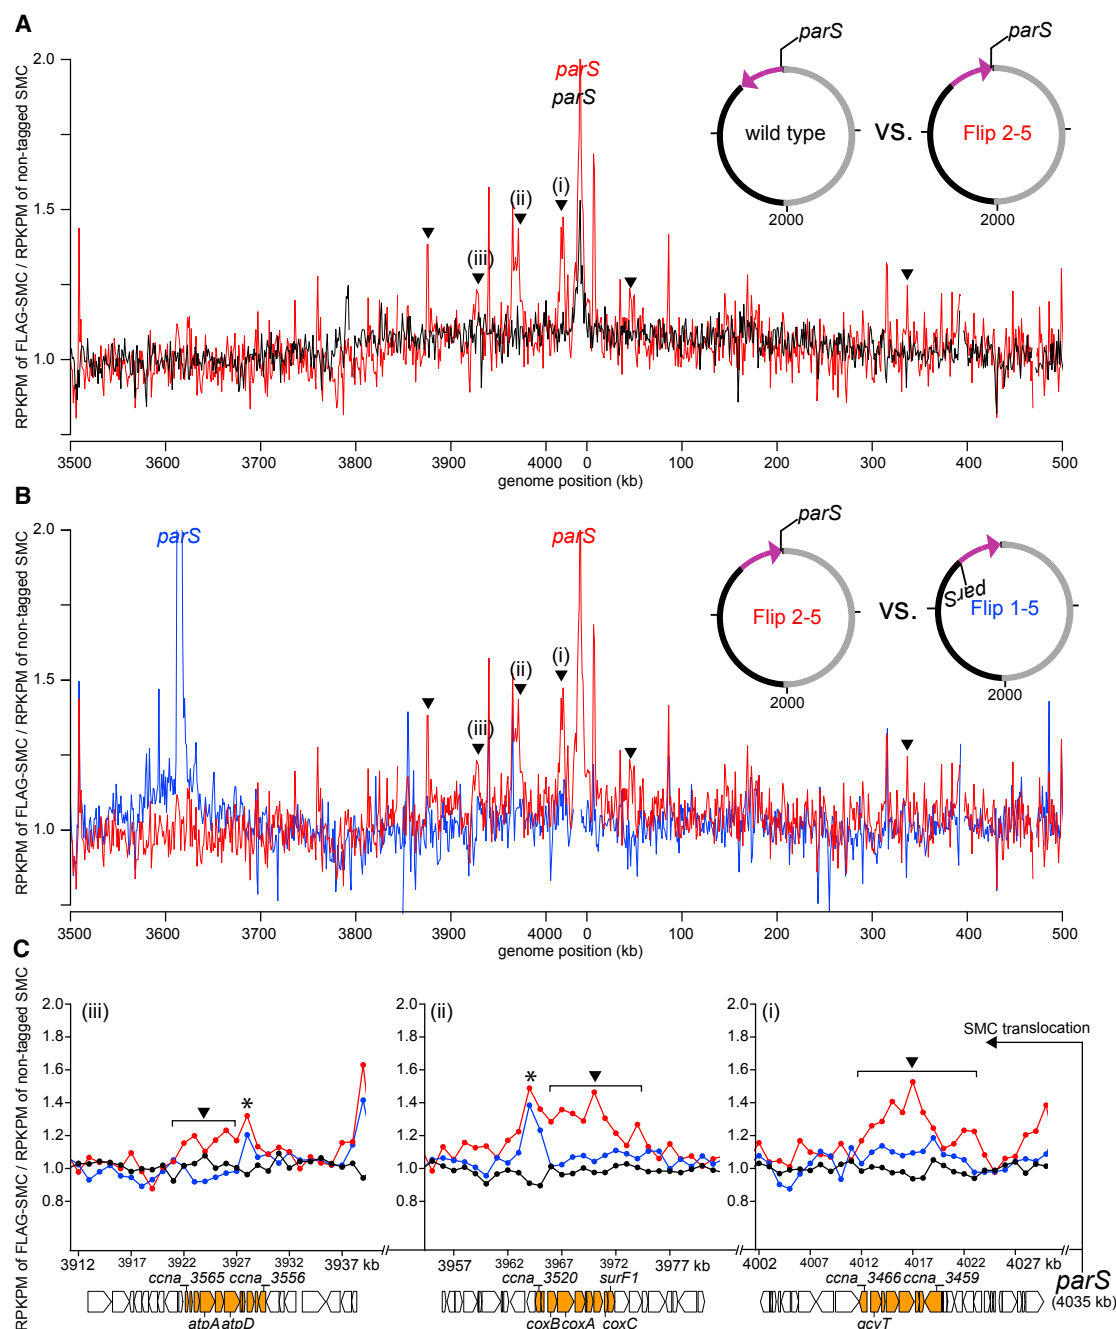

Figure 5. Head-On Transcription Alters the Distribution of SMC on the Chromosome

(A) The distribution of FLAG-tagged SMC on WT *Caulobacter* chromosome (black) and on Flip 2-5 chromosome (red). Only DNA segment between +3,500 kb and +500 kb was shown. For profiles of the whole genome, see Figure S4.

(B) The distribution of FLAG-tagged SMC on Flip 1-5 (blue) and Flip 2-5 chromosome (red). Black triangles indicate new peaks in the ChIP-seq profile of Flip 2-5, but not in the profiles of WT or Flip 1-5 strain. The ChIP-seq profile of FLAG-SMC in Flip 1-5 strain was slightly shifted to align to that of Flip 2-5 strain because the inverted DNA segment in Flip 1-5 is larger than in Flip 2-5 by 8 kb to encompass the native *parS* region (see Figures 4A and 4B).

(C) The distribution of FLAG-tagged SMC at the glycine cleavage system gene cluster (i, highlighted in orange), the cytochrome c oxidase gene cluster (ii, highlighted in orange), and the ATP synthase gene cluster (iii, highlighted in orange). The genomic position of *parS* and the direction of SMC translocation are shown with a black arrow. The genomic positions on the x axis and the gene direction are those of Flip 2-5 strain. We inverted in silico ChIP-seq profile and gene orientation of WT strain to enable comparison of superimposed ChIP-seq profiles. Black triangles indicate new peaks in the ChIP-seq profile of Flip 2-5, but not in the profiles of WT or Flip 1-5 strain. Black asterisks (*) indicate non-specific peaks that often associate with “hyper-ChIPable” regions at highly transcribed genes.

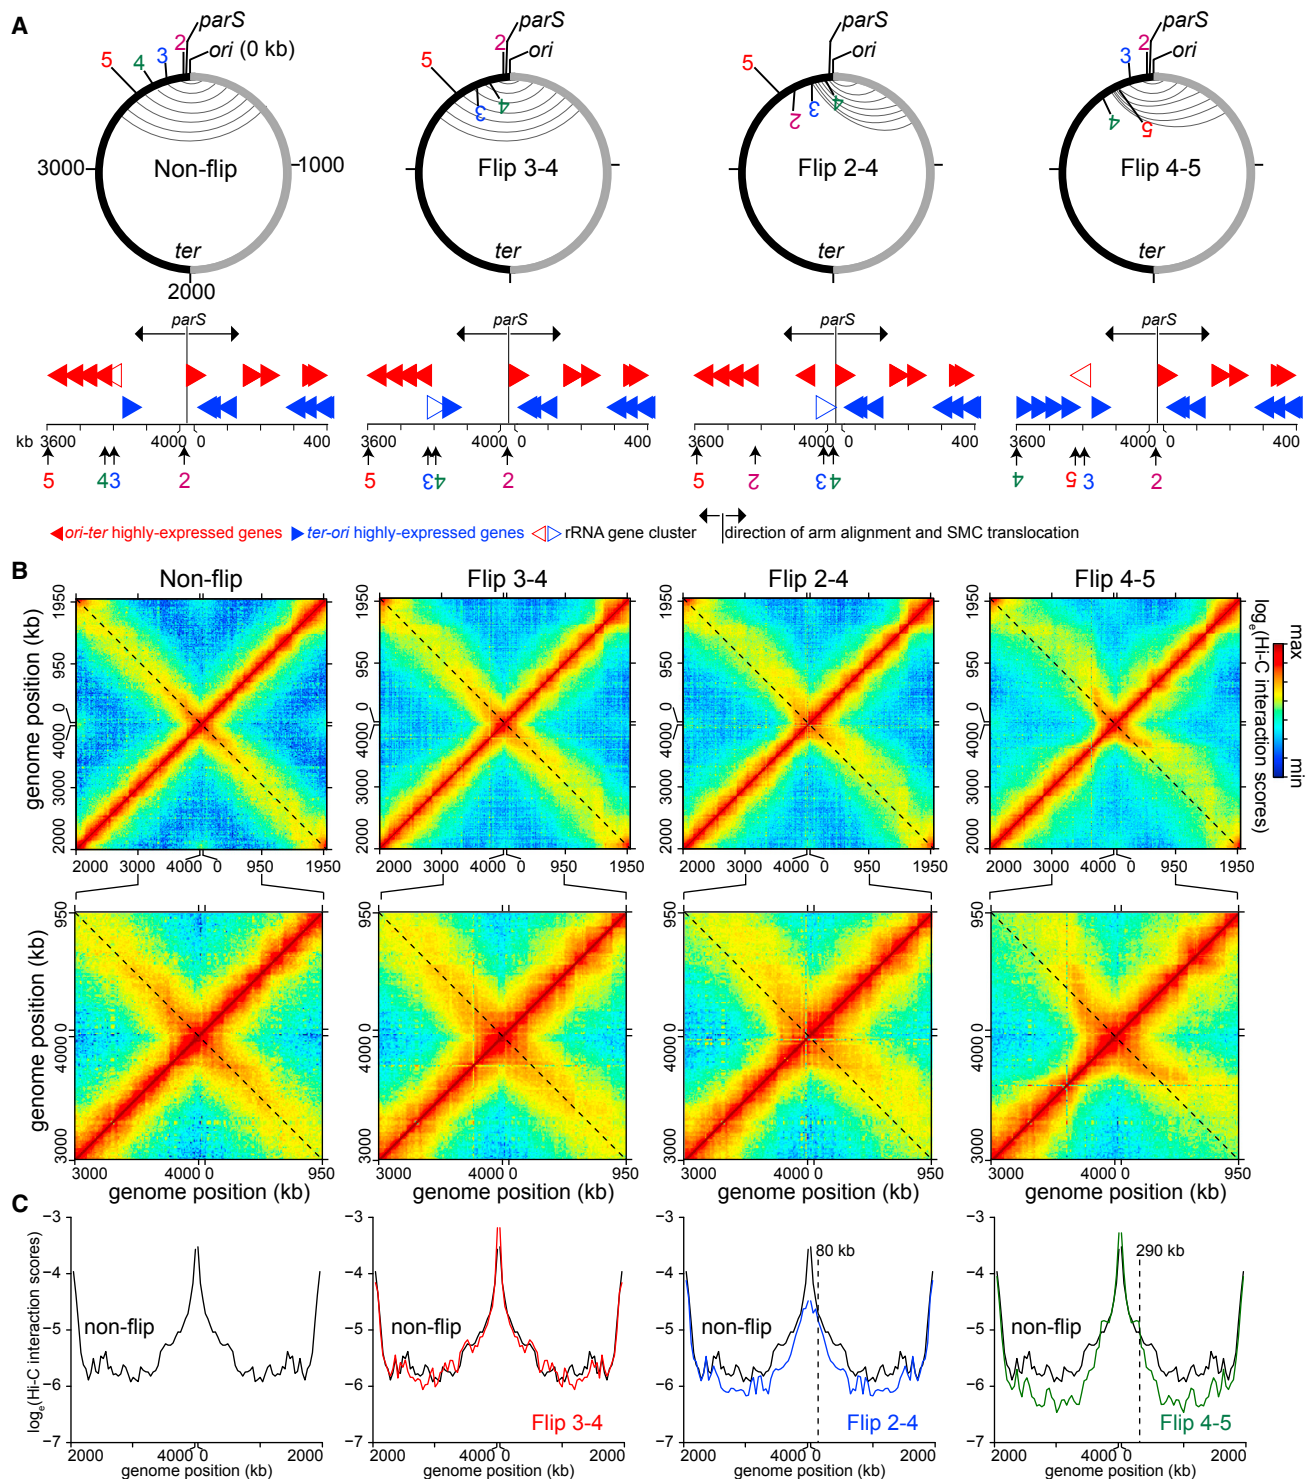

of SMC (Ocampo-Hafalla et al., 2016; Stigler et al., 2016; Wang et al., 2017). Our results here indicate that the distribution and translocation of *Caulobacter* SMC, and the consequent alignment of chromosomal arms, is strongly influenced by actively transcribed genes, particularly those oriented toward *ori*. The observed chromosome organization defect likely stems from a conflict between SMC and transcription, without involving the replisome. This conclusion is based on two key observations. First, the experiments involving strains with inverted chromosomal regions were performed on synchronous G1-phase cells, i.e., non-replicating cells. Second, the Flip 1-5 strain, where the SMC loading site was relocated to a mid-arm position, has highly expressed genes (such as the rRNA gene cluster), transcribing in the opposite direction to that of the replisome in actively replicating cells. However, this strain did not exhibit a dramatic off-diagonal pattern of DNA interactions (Figure 3C). Thus, we suggest that head-on conflicts between translocating SMC and RNA polymerase can directly shape bacterial chromosome organization.

The mechanism(s) that drive translocation of bacterial SMC from *parS* remains unknown. It is tempting to speculate that the *ori-ter* transcription bias (Figure S6A) might indicate that transcription helps push SMC away from its *ori*-proximal loading site. However, chromosome arm alignment in WT *Caulobacter* cells treated with rifampicin is not reduced (Figures S7D and S7E). *E. coli* MukBEF, a non-canonical SMC, has been proposed to translocate via a “rope climber” mechanism (Badrinarayanan et al., 2012). In this model, a concerted opening and closing of just one MukBEF dimer in a handcuffed dimer-dimer allows an opened dimer to grab the next DNA segment before releasing the previously closed MukBEF, thereby “swinging” the dimer-dimer complex down DNA (Badrinarayanan et al., 2012). In *B. subtilis*, recent structural studies suggested that ATP binding, hydrolysis, and release can switch SMC between a rod- and a ring-like conformational state, with this motor-like cycling somehow mediating SMC translocation (Bürmann et al., 2013; Minnen et al., 2016). However, none of these current models can explain the *directional* movement of SMC from its loading site.

SMC Loading at the Bacterial Centromere *parS* Site: A Coupling between Chromosome Organization and Segregation

Our results support a model in which *Caulobacter* SMC is, like in *B. subtilis*, recruited at or near *parS*, loaded in a ParB-dependent manner, and then redistributed toward *ter*. ParB is a bacterial-specific protein but likely works closely with and coevolves with SMC to ensure chromosome organization and chromosome segregation in bacteria. Interestingly, *S. pneumoniae* lacks a ParA homolog, yet retains ParB-*parS* to recruit SMC (Minnen et al., 2011), underscoring the tight connection of ParB and SMC. It is worth noting that, unlike *B. subtilis*, deleting *smc* in a wide range of bacteria, including *Caulobacter*, does not cause sensitivity to high temperature or fast-growing conditions

(Le et al., 2013; Nolivos and Sherratt, 2014). Conversely, however, ParA-ParB-*parS* is essential in *Caulobacter*, but not in *B. subtilis* (Mohl and Gober, 1997; Murray and Errington, 2008). The ParA-ParB-*parS* system and the SMC complex likely collaborate to ensure proper chromosome segregation and organization but with slightly different contributions or relative weights in different organisms. Finally, there is a distant SMC homolog, called the MukBEF system, in γ -proteobacteria (Nolivos and Sherratt, 2014). Notably, ParA-ParB-*parS* systems do not exist in these bacteria, leaving open the question of how MukBEF complex loads on the chromosome, assuming it requires a specific loader (Nolivos and Sherratt, 2014). *E. coli* MukBEF was found, by ChIP-seq, to enrich at *ter* (Nolivos et al., 2016). We also observed an enrichment of *Caulobacter* SMC near the *ter* region (Figures 3A and 3B) and a slight increase in inter-focus distance in Δsmc cells when intra-arm loci at +1,600 kb and +1,800 kb were labeled (Figure 3E). The enrichment of *Caulobacter* SMC near *ter* might occur via a *parS*-independent *E.-coli*-like mechanism; however, it does not result in DNA alignment in this area (Figure 1B). The mechanism of SMC enrichment at *ter* is currently unknown in *Caulobacter*.

Evidence that Bacterial SMC Tethers Chromosomal Arms Together

The *Caulobacter* SMC complex promotes interactions between loci at approximately equivalent positions on opposite arms of the chromosome up to at least 600 kb from *parS*. It could be that SMC physically tethers the arms together. Alternatively, SMC could promote alignment passively by compacting each arm separately, reducing the cytoplasmic mobility of each arm and thereby increasing inter-arm interactions. The Hi-C patterns documented here for the WT and various inversion strains are most easily explained by the active alignment model, in which SMC physically links DNA from both arms together (Figure 7). Such a model is also appealing given the notion that SMC can topologically entrap DNA. Moreover, contact probability curves derived from the Hi-C data, which reflect global chromosome compaction, were generally very similar for Δsmc and WT cells (Le et al., 2013), suggesting that SMC plays only a minor role in intra-arm compaction in *Caulobacter*. Nevertheless, we cannot completely rule out other possible ParB-independent roles of SMC on chromosomal arm compaction. In the active alignment model, also suggested by studies of *B. subtilis* SMC (Wang et al., 2017), the inter-arm interactions documented by Hi-C may reflect loop generation by SMC (Figure 7). In WT cells, DNA from each chromosomal arm may be effectively threaded through SMC at approximately similar rates as SMC moves toward *ter* and away from *parS* (Figures 7A and 7B). In the inversion strains, DNA on the left arm may be threaded through SMC less efficiently than the right arm due to conflicts with convergent transcription (Figure 7C). As suggested for eukaryotic SMC, loop enlargement may be a general mechanism for folding chromosomes or bringing distant loci together (Fudenberg et al., 2016; Nasmyth, 2001).

(B) Normalized Hi-C contact maps for non-flip, Flip 3-4, Flip 2-4, and Flip 4-5 cells. The black dashed line indicates the secondary diagonal of the square matrix. A 1,000-kb region surrounding *parS/ori* was zoomed in and presented below each whole-genome Hi-C contact map.

(C) Hi-C interaction scores along the secondary diagonal for contact maps of non-flip (black), Flip 3-4 (red), Flip 2-4 (blue), and Flip 4-5 cells (dark green). Vertical black dashed lines show position where Hi-C interaction scores start to reduce in the Flip strains compared to the non-flip strain.

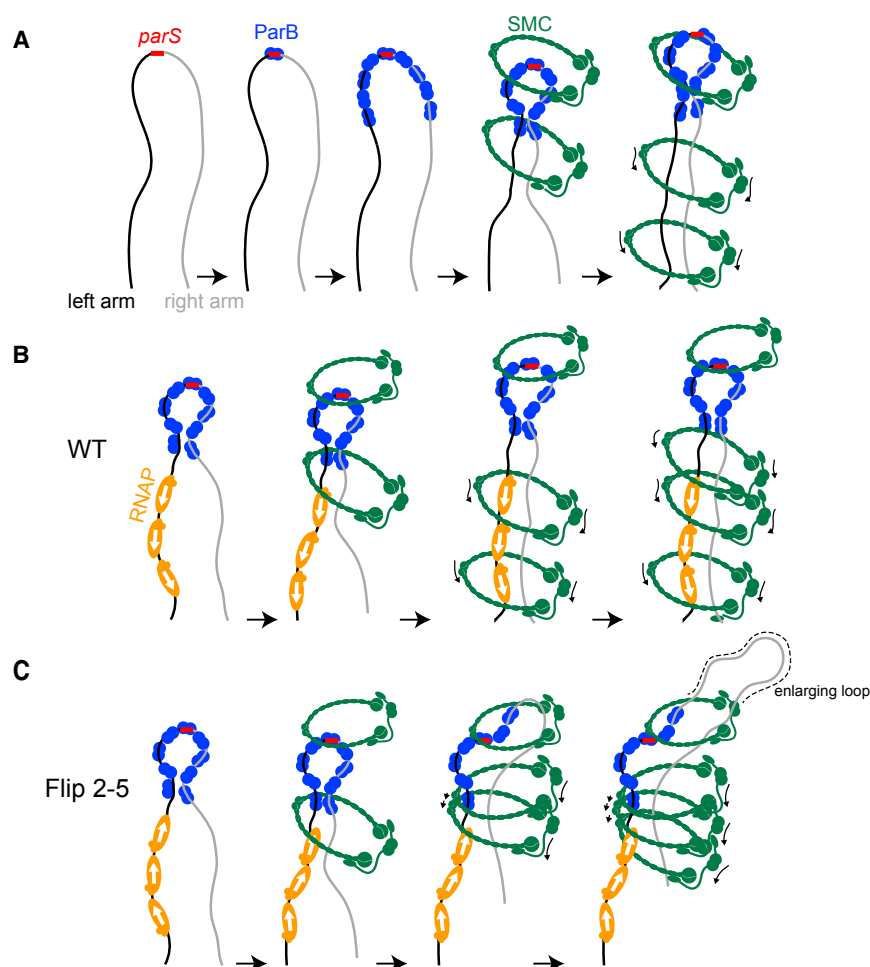

Figure 7. A Schematic Model for an Active Alignment of the Left and Right Chromosomal Arms by SMC

(A) ParB (blue) binds to the bacterial centromere *parS* site (red), spreads, and might bridge the left (black) and the right (gray) chromosomal arms together. SMC (dark green) is recruited by ParB and most likely tethers the two arms of the chromosome together. An SMC-ScpA-ScpB complex can either hold both chromosome arms within its lumen or two SMC complexes, each encircling one chromosome arm can handcuff to tether both arms together. For simplicity, only SMC encircling both arms is shown schematically.

(B) A schematic model of how SMC loads and translocates on the chromosome.

(C) A schematic model of how a high density of converging RNA polymerases (orange) might interact physically with SMC or create unfavorable DNA supercoiling that stalls or dissociates SMC from the left chromosomal arm as can happen in the Flip 2-5 strain. Schematic pictures are not to scale.

are most detrimental, with respect to chromosome segregation, if they occur in close proximity to *parS*. Testing this model and further understanding the relationship of SMC and gene expression and its influence on chromosome organization is an important challenge for the future.

EXPERIMENTAL PROCEDURES

Strains, Media, and Growth Conditions

E. coli and *C. crescentus* were grown in LB and PYE, respectively. When appropriate, media were

supplemented with antibiotics at the following concentrations (liquid/solid media for *C. crescentus*; liquid/solid media for *E. coli* [$\mu\text{g/mL}$]): chloramphenicol (1/2; 20/30); kanamycin (5/25; 30/50); spectinomycin (25/100; 50/50); oxytetracycline (1/2; 12/12); and gentamycin (0.5/5; 15/20). Synchronizations of *C. crescentus* were performed on mid-exponential phase cells using Percoll (Sigma) and density gradient centrifugation. After synchronization, swarmer cells were released into PYE with 1% formaldehyde for fixation for Hi-C and ChIP-seq. All strains used in this study are listed in Table S1. All plasmids and primers used in strain and plasmid construction are listed in Table S2.

Chromosome Conformation Capture with Deep Sequencing (Hi-C) and Generation of Contacts Maps

After synchronization, swarmer cells were released into PYE + 1% formaldehyde to fix for Hi-C. Hi-C experiments were performed exactly as described previously (Le et al., 2013; Supplemental Information). After sequencing, each end of paired-end sequencing reads was mapped independently to the genome of *Caulobacter* using Bowtie 2.1.0 (Imakaev et al., 2012). The *Caulobacter* genome was then divided into 700 BglIII restriction fragments. Each read of a read pair was sorted into its corresponding restriction fragment. Read pairs were classified as valid Hi-C, non-ligation, or self-ligation products (Imakaev et al., 2012). Only valid Hi-C products that are uniquely aligned to the *Caulobacter* genome were employed to generate Hi-C contact maps. To create interaction matrices, we assigned valid Hi-C products to the 10-kb bins along the genome and normalized using an iterative correction procedure as described previously (Imakaev et al., 2012; Le et al., 2013). Subsequent analysis and visualization of the Hi-C maps was done using R scripts. For *Caulobacter*

Caulobacter SMC Is Not Uniformly Distributed across the Genome

Caulobacter SMC may translocate only ~ 600 kb toward *ter* whereas *B. subtilis* SMC loaded at *parS* translocates the full length of the chromosome to the terminus. It is possible that *Caulobacter* SMC may suffer more frequent conflict with convergent transcribed genes (see direction bias ratio; Figure S6A) or be more sensitive to dissociation following such conflicts, leading to less extensive arm-arm interaction. The extent to which the two arms “zip up” may not matter. If the primary role of SMC-mediated arm-arm interactions is to help enforce the individualization of sister chromosomes immediately after DNA replication, it may only be necessary to ensure that SMC can cohes *parS*-proximal regions of each chromosome. Indeed, in *Caulobacter*, ParA-ParB-*parS* are only required for the segregation of *ori*-proximal DNA, but not of the distal DNA loci (Badrinarayanan et al., 2015b). Once the *ori*-proximal DNA is properly segregated, by SMC and ParA-ParB-*parS*, distal DNA regions follow suit, driven by separate molecular machinery or more likely without the need of a dedicated system (Badrinarayanan et al., 2015b). In such a case, it may be sufficient to have SMC tether together only a limited region of DNA flanking the *parS* sites. This model would imply that conflicts between SMC and highly expressed genes oriented toward *ori*

strains with an inverted DNA segment, a reconstructed fasta file with the correct orientation for the inverted segment was used as reference genome instead.

ChIP-Seq

For ChIP-seq of FLAG-tagged SMC, mid-exponential phase *Caulobacter* cultures were washed twice in 1 × PBS buffer before addition of formaldehyde and crosslinker Gold (Diagenode) to a final concentration of 1%. Fixed cells were incubated at room temperature for 30 min and then quenched with 0.125 M glycine for 15 min at room temperature. For more details, see the [Supplemental Information](#).

To analyze ChIP-seq data, Hiseq 2500 reads were mapped to the *Caulobacter* genome using Bowtie as follows:

```
bowtie -m 1 -n 1 -best-strata -p 4 -chunkmbs 512 NA1000-2014-bowtie-sam *.fastq > output.sam.
```

For *Caulobacter* strains with an inverted DNA segment, a reconstructed fasta file with the correct orientation for the inverted segment was used as reference genome instead. Subsequently, sequencing reads were allocated to their corresponding 1-kb bins along the chromosome and were normalized for the total number of reads to give the RPKM value. Finally, the profiles of SMC enrichment were plotted with the x axis, representing genomic positions, and the y axis is RPKM from the ChIP fraction of FLAG-tagged SMC divided by RPKM from the ChIP fraction of untagged SMC.

Statistical Methods

A paired Student's *t* test was performed to test whether Hi-C interaction scores along the secondary diagonal of ParA^{K20R}-YFP-overexpression minus that of ParA^{WT}-YFP-overexpression is significantly different from 0, i.e., whether ParA^{K20R}-YFP shows reduced arm alignment to ParA^{WT}-YFP (Figures 2D and 2E).

The R program was used to compute the Pearson correlation coefficient between ChIP-seq data and Hi-C interactions along the secondary diagonal for WT and Flip 2-5 strains.

A one-tailed Student's *t* test (implemented in R) was performed to test whether the inter-focus distance in Δsmc is greater than in WT cells (Figure 3E). For the number of cells used in microscopy analysis, see the [Supplemental Information](#).

ACCESSION NUMBERS

The accession number for the sequencing data reported in this paper is GEO: GSE97330.

SUPPLEMENTAL INFORMATION

Supplemental Information includes Supplemental Experimental Procedures, seven figures, and three tables and can be found with this article online at <http://dx.doi.org/10.1016/j.celrep.2017.08.026>.

AUTHOR CONTRIBUTIONS

How the deposited data were processed for this re-analysis (not part of the article)

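The processed files of 57 samples were used: 44 Hi-C contact maps and 13 ChIP-seq coverage files. Strains, treatments, times and replicate numbers were taken from the titles and labels of the samples together with Tables S1 and S3 of the paper. The first library of ParA(K20R) has a second strain number in its genotype label and was placed by its title. Table S3 does not list replicate 3 of ParA(K20R), replicate 3 of ParA(WT) and replicate 4 of Flip 1-5; these were used, and leaving them out was an alternative.

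Each Hi-C value is a fraction: the authors aligned the read pairs, assigned them to *Bgl*II fragments, summed contacts in 10-kb bins and corrected the maps iteratively before they were deposited, so that the scores of every bin add up to 1 within rounding. The methods name Bowtie 2.1.0 for this step and the labels Bowtie 0.12.7 for all samples. Scores were written to 4 decimals, with a smallest nonzero score of 0.0001. The depth of the maps is unknown, because the files hold no counts, and no counting error was computed. The authors deposited the ChIP-seq signal as read coverage at each base, from reads aligned with Bowtie 0.12.7 and summed with bedtools, whose version the labels do not give. For strains with an inversion the paper describes alignment to a reconstructed sequence. The mean coverage ran from 42.5 to 143.4 per base. With 1 library per ChIP-seq condition the spread between cultures is unknown, and windows of the same size at mid-arm were used as a guide to the variation along the chromosome.

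Scores were taken on the natural logarithm (ln) scale, with zeros set to 0.5 of the smallest nonzero score of the map. The secondary diagonal ran through *ori*, or through the bin of the relocated *parS* in Flip 1-5. The inter-arm score of a library is the mean over positions 50 to 600 kb from the axis, the distal score that over 600 to 1500 kb, the short-range score the mean over all pairs 20 to 100 kb apart, and the intra-arm score that over pairs of the same arm 100 to 500 kb apart. The break of 2 straight lines fitted by least squares between 50 and 1500 kb was taken to stand for the extent of alignment. A strain leaves WT at the first distance from 30 kb on at which the running mean over 5 bins lies below the WT mean by over 2 WT SD for 5 bins in a row. The ridge angle is the median, over separations of 100 to 800 kb, of the angle of the highest pair after a running mean over 3 bins; for Flip 4-5 the phases are separations of 100 to 500 kb and 700 to 1100 kb. Alignment around an inserted *parS* is the mean ln score of pairs 30 to 150 kb to either side, minus WT.

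FLAG-SMC signal was summed in 1-kb bins, scaled to the library's total and divided by the untagged library of the same background, and bins under 25% of the median untagged bin were left out. The position of *parS* was taken as the base with the highest CFP-ParB coverage in cells without an insertion. The untagged library fixed with formaldehyde only was not used as a control for FLAG-SMC. RpoC signal was summed over 4040 genes other than rRNA and tRNA genes at the positions of the RefSeq table of assembly ASM2200v1, which holds 4097 genes with symbols and without strands or products. Genes were named in the text by a rule fixed in advance, the 10 genes of the inverted segment with the highest RpoC signal in WT and the genes of the clusters that the paper names. The clusters were meant to be found by product names. Because the table has none, they were taken as the genes of the segment whose symbols begin with gcv, cox or atp. Genes of a cluster without such a symbol were therefore missed.

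Groups with at least 2 libraries each were compared by exact permutation tests of the library means, two-sided. Positions 50 to 1900 kb from the axis were tested with limma (eBayes, no trend) on ln scores, with a Benjamini-Hochberg adjusted p under 0.05. Conditions with 1 library are given as values. No test compares ChIP-seq libraries.

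The alternatives were: zero scores left out, the mean of 5 pixels across the diagonal, the axis at the *parS* bin, the map background (percentile 5 of its nonzero scores) subtracted, positions 100 to 400 kb, a fit up to 1200 kb, a rule of 3 SD, a running mean over 5 bins, the score-weighted centre of the ridge, separations from 200 kb, angles measured from *ori*, a variance trend, the replicate number as a block (with the libraries whose number occurs in both groups), a filter on low scores, each replicate left out in turn, and for ChIP-seq no bins left out, scaling to the median bin, the FLAG-SMC library alone and 5-kb bins. Added after the data had been seen were the score relative to the distal level of the map, the contrast of 3 pixels on the diagonal with pairs of the same separation shifted by 100 to 200 kb at 200 to 600 kb from the axis, 2 rules for the alignment front, a pooled WT SD, 5 kb on each side of a cluster, WT bins within 10 kb of the distance from *parS* that a cluster has in Flip 2-5, the difference around an inserted *parS* minus its mean around places over 600 kb from it and from *ori*, and counts of 1-kb bins with high SMC ratio at 3 or 4 SD.

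The procedures were tested on simulated data. In simulated maps the largest error of the ridge angle was 0.346 degrees. Each of these maps held a ridge of constant angle with a higher contrast than the real maps, so errors in real maps can be larger. Between real libraries the angle had an SD of 2.16 degrees in WT and 5.33 degrees in Flip 1-5. For the break the largest error was 45 kb, in simulated profiles of 2 straight lines and not in maps. The rule for leaving WT placed a departure at 300 kb within 60 kb in 90 of 100 runs, and one at 900 kb in 66 of 100; with the pooled SD it did so in 97 and 81. With simulated differences of 1 ln unit at 40 positions limma called between 76% and 92.3% of them, and with 0.3 ln units at most 1%.

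Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1, with random seeds 7 (Python) and 11 (R) for the simulations. The direction of transcription of genes, separate alignment rates of the left and right arm, and the microscopy of the paper were not analysed here.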

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

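All tests of explanations in this part were chosen after the results had been seen.

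Flip 1-5 is the only group with 4 libraries. In 9 measures of these libraries, 2 values lay far from the rest: the short-range score of replicate 2 (−4.09) and the intra-arm score of replicate 1 (−5.47). Chance flags about 1 in 20 groups. These libraries were kept.

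Rifampicin changed the contrast of the secondary diagonal in opposite directions in WT and in Flip 2-5. Every treated WT library had a lower contrast than every untreated one, while the treated Flip 2-5 library had a higher contrast than both untreated ones. The effect in Flip 2-5 exceeded that in WT by 0.736; this difference was not tested. The contrast is read on the symmetric diagonal, and the ridge of untreated Flip 2-5 lies 32.3 degrees off it, so its contrast started near 0 (0.0766) and rose as the ridge returned to 7.77 degrees. Opposite changes of this measure therefore need not be opposite effects on the strength of alignment. A flat background added to the WT maps would pull the scores of pairs on the same arm towards the mean of the map, but they rose by 0.242 at 100 to 500 kb. Scaling each map to a sum of 1 after a loss of short-range contacts would raise the scores on the diagonal, but in WT they changed by −0.144. Scaling all scores by a common factor leaves the contrast between pairs of equal separation as it was, in either strain. The rise of 0.390 in Flip 2-5, beyond the SD of the untreated libraries, is the flagged pattern itself and so is no separate test. The WT values argue against a flat background alone and against such scaling alone in WT. Both acting together would move these scores in opposite directions, so a mix of them was not tested and stays open. A difference in library preparation between treated and untreated cells was not tested and stays open, as does the biological one that the design offers, an effect of transcription on where the arms align, which was not tested either. Treated Flip 2-5 and treated WT had a similar contrast (0.466 and 0.454), and in Flip 2-4, which is inverted near *parS* too, it changed by −0.0281.

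The libraries labelled ParA(K20R) had higher inter-arm scores than those labelled ParA(WT), by 0.1935. A higher level of the whole map does not account for this, since the distal scores differed by 0.0143. The lowest difference with any library left out was 0.106. The lower one within the sets of high and low short-range contacts was 0.142. Because every ParA(K20R) library lay above every ParA(WT) library in this score, these values had to be positive. They show how the size varies and decide nothing about a single library or the short-range split. Exchanged labels cannot be told apart from a true difference here, because no value in the maps depends on the strain alone. A biological effect of ParA(K20R) stays open as well.

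Scores on the diagonal were lower in Δ*scpA*, Δ*scpB* and ParB-depleted cells, and so were distal scores. A lower level of all inter-arm scores with alignment kept would leave the contrast of the diagonal near WT, but the contrast differed from WT by −0.521 in Δ*scpB*, −0.455 in Δ*scpA* and −0.298 in ParB-depleted cells, each over 2 SD of the WT libraries. Strains with SMC and ParB present also lay over 2 SD below WT. Synchronized Flip 3-4 had a contrast of 0.620 and synchronized +1800 kb::*parS* 0.493. Unsynchronized cells with leaky FLAG-SMC lay above WT, at 1.06. The cut of 2 SD thus does not separate lost alignment from other differences between libraries. The Δ*scpB* (0.279) and Δ*scpA* (0.388 and 0.303) libraries lay below both of these synchronized ones, and the ParB-depleted library (0.502) did not. The ParB-depleted cells were not synchronized, unlike WT, and what this adds was not tested.

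Libraries on which the text of the paper does not report also held signals. Unsynchronized cells with *parS* at +1800 kb had a higher score around this site than synchronized WT cells, by 0.162. Of 167 other places of the same map 20 had a difference as high. The synchronized library of this strain had 0.277 at the site, and its contrast around *ori* was 0.493, against 0.923 in the unsynchronized one, with 1 library each. With rifampicin the short-range score changed by −0.217 in Flip 2-4, −0.237 in Flip 3-4 and −0.375 in Flip 4-5, each with 1 library per condition and beyond 2 SD of the WT libraries.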

How the results depend on the processing

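Of the alternatives below, the level relative to the distal part of the map, the contrast of the diagonal, the pooled WT SD, the widened gene clusters, the rules behind the alignment rate, the counts of bins with high SMC ratio, the comparison of the gene clusters at equal distance from *parS* and that of the inserted sites with other places of the map were chosen after the data had been seen. Altogether 48 results were recomputed in 338 ways. Of the alternatives set in advance, 239 left the result as it was, 58 moved it and 7 changed its sign; of those added later, 12 left it, 20 moved it and 2 changed its sign. A result with a test counts as left when it keeps its direction and its side of the threshold, a value with no test when it stays within the spread. Exact permutation tests with 2 or 3 libraries per group cannot give a p under 0.05, so for Δ*scpA* against WT, ParA(K20R) against ParA(WT) and both rifampicin differences in WT this means only that the direction was kept. Their size did change: relative to the distal part of the map Δ*scpA* went from −0.460 to −0.0624 (exact permutation test, two-sided, p = 0.6), and the inter-arm difference with rifampicin went from −0.144 to −0.346 as contrast. The cause was not tested for any change given here.

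Several inter-arm scores moved with the level to which they were compared. With the map background subtracted, the difference from WT was −0.880 in Δ*scpB* and −0.611 in ParB-depleted cells, and the intra-arm difference of Δ*scpB* changed sign, to −0.115. Relative to the distal part of each map, the difference was −0.0414 in Δ*scpB* and changed sign in ParB-depleted cells, to 0.0399, and in Flip 1-5, to 0.294. As the contrast of the diagonal it was −0.521 in Δ*scpB* and −0.298 in ParB-depleted cells. Cells with leaky FLAG-SMC differed from WT by 0.139 at positions 100 to 400 kb, by 0.337 relative to the distal part and by 0.255 in contrast, and 60 min of xylose changed the last measures by −0.107 and −0.175.

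Distances depended on the rule. The break in WT moved to 1020 kb when the fit ended at 1200 kb. Flip 1-5 left WT at 245 kb with 5 pixels averaged and at 345 kb with 3 SD or a pooled SD, and between 275 and 415 kb with 1 library left out. Flip 2-4 left WT at 35 kb with 5 pixels, with the axis at *parS*, with the background subtracted or with a pooled SD, and between 35 and 285 kb with 1 WT library left out. Flip 4-5 left WT at 355 kb with 5 pixels, 335 kb with the axis at *parS* and 365 kb with the background subtracted, and between 355 and 385 kb with 1 WT library left out.

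Measured from *ori*, the ridge angle was −5.74 degrees in WT, 3.58 in Flip 2-5 Δ*smc*, 5.19 in Flip 2-5 with rifampicin, −13.6 in the first and 8.65 in the second phase of Flip 4-5. Taken at the score-weighted centre it was 11.9 in Flip 2-5 Δ*smc*, 9.96 in Flip 2-4 and 9.18 in the second phase of Flip 4-5. The angle of Flip 1-5, which lies close to 0, changed sign with a running mean over 5 bins (−0.678), with only the libraries of Table S3 (−0.558) and with single libraries left out (−1.52 to 2.63). For the inserted *parS* sites, pairs 30 to 80 kb away gave 0.00878 at +1800 kb and 0.0930 at +2242 kb, and minus the mean of other places of the map the value at +1800 kb was 0.327.

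The alignment rate of both arms was 11.0 kb per min without the 10 min library and 9.40 with the background subtracted. No alternative gave separate rates for the left and right arm, since the planned rule found no front at any time, also with 3 SD, along the diagonal through *ori* or with the background subtracted. The alternatives for the share of RpoC signal by direction of transcription were not run, because the gene table has no strands.

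Without division by the control, the FLAG-SMC library gave 2.33, 3.61 and 2.40 at *parS* in WT, Flip 1-5 and Flip 2-5. It gave 0.179 for the region around *parS* minus the rest, and, with changed sign, −0.188 for the surroundings of *ter*. The rise in Flip 2-5 was then 0.0732 at *gcvT*, 0.286 at the *cox* genes and 0.0263 at *atpA* and *atpD*. Values without the control are not corrected for the amount of DNA along the chromosome. Bins of 5 kb gave 1.30, 2.28 and 1.65 at *parS*, and 12660 and 11620 RPKPM of CFP-ParB at +1800 kb and +2242 kb. With 5 kb on each side the rise was 0.285 at the *cox* genes and 0.101 at *atpA* and *atpD*, and against WT bins at the same distance from *parS* it was 0.115 at *gcvT*, 0.274 at the *cox* genes and 0.0988 at *atpA* and *atpD*. The correlation of SMC with Hi-C was 0.608 in WT and 0.328 in Flip 2-5 for the FLAG-SMC library alone, 0.540 and 0.421 over all bins, and 0.611 in Flip 2-5 without the nearest 50 kb. Bins with high SMC ratio numbered 13 in WT, 5 in Flip 1-5 and 13 in Flip 2-5 at 4 SD.

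With limma, averaging 5 pixels raised the positions called from 0 to 47 for rifampicin in WT, 41 for Flip 1-5 and 72 for Δ*scpA*. A variance trend gave 1, 8 and 29 in this order, the axis at *parS* 1 for rifampicin and 3 for Δ*scpA*, and the replicate number as a block, which also leaves out Flip 1-5 replicate 4 because WT has no such number, 11 for Flip 1-5. With 1 library left out the counts ran from 0 to 17 for Flip 1-5 and from 0 to 106 for Δ*scpA*.

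The depth of the Hi-C maps is unknown, so no floor can be given for single positions; up to 6.58% of the scores of a library were zero. The ChIP-seq files hold coverage and no read counts, so no counting error can be given for them either, and with 1 library per strain the spread between cultures is unknown.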

Differences from the paper's values

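In this part the rules behind the alignment rate, the pooled SD, the contrast of the diagonal, the distal scores, the angle by separation, the set of 50 genes with the most RpoC, and the highest bins and counts of bins with high SMC ratio were chosen after the data had been seen.

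The paper gives 600 kb as the distance after which inter-arm scores level out in WT, and the break found here lay at 980 kb. None of the alternatives set before the data were examined closed the gap (970 to 1020 kb). The break also lay at 985 kb in the ParB replenishment map at 0 min, whose diagonal was weak. It need not mark the extent of alignment. For Flip 1-5 the paper gives an extent of 330 to 420 kb and the break found here lay at 650 kb. The legend of Fig. 3D describes 330 kb as the distance where the scores of Flip 1-5 start to fall below WT. By the rule for leaving WT this distance was 285 kb here, with 245 to 415 kb under the alternatives set in advance, which does not differ from the paper's. With the break, no alternative set in advance closed the gap to 330 kb. Against 420 kb it fell within 1.5 times the paper's value with 5 pixels averaged (630 kb), with the fit ending at 1200 kb (605 kb) and without Flip 1-5 replicate 3 (615 kb), and not with zero scores left out, the background subtracted, the other single libraries left out or only the libraries of Table S3.

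For Flip 2-4 the paper places the start of the asymmetry after 80 kb from *ori*, and the scores here left WT at 285 kb. With 5 pixels averaged, the axis at *parS*, the background subtracted, or without WT replicate 1 or 3 the value was 35 kb, which is within the spread of 144.3 kb of the paper's; with zero scores left out, with 3 SD or without WT replicate 2 it stayed at 285 kb. The pooled SD, chosen after the values had been seen, also gave 35 kb. The paper gives a deviation of 20 degrees for this strain, and the angle here was 6.12 degrees, with 4.09 to 9.96 degrees under all alternatives set in advance, none of which closed the gap. By separation the angle reached 12.0 degrees.

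For the right arm the paper gives a rate of 16 kb per min, and the slope for both arms here was 24.8 kb per min. Without the 10 min library it was 11.0 kb per min, within 1.5 times the paper's value. With the background subtracted it was 9.40 kb per min, beyond 1.5 times the paper's value but nearer to it than the standard error of the slope given first (8.00); from the paper's left-arm rate of 19 it differs by more than both. These settings were chosen after the values had been seen. No alternative set in advance gave a rate.

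The paper gives a correlation of 0.6 between SMC and Hi-C in Flip 2-5, and 0.675 was found here. Leaving out the bins within 50 kb of *parS* gave 0.611, nearer to the paper's value than the error of 0.0506 of the correlation found here. That error treats bins as independent, which neighbouring bins are not, and the paper's value has 1 decimal. Whether 0.675 differs from it is therefore not settled. With no bins left out, scaling to the median bin, the FLAG-SMC library alone or all bins of the genome the gap stayed.

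The paper states that ParA(K20R) lowered arm alignment relative to ParA(WT), from a paired test over positions, while the libraries with these labels gave higher inter-arm scores with ParA(K20R), by 0.1935 over 50 to 600 kb, and in this direction under every setting. Over all 185 positions along the diagonal the mean difference was 0.0491, with 110 positions higher and 75 lower. In contrast of the diagonal the groups overlapped, with a difference of 0.232 (exact permutation test, two-sided, p = 0.3). It states that alignment in WT was not reduced by rifampicin, while every treated library here lay below every untreated one, with a difference of −0.144 in ln score over 50 to 600 kb and −0.346 in contrast; the distal scores changed by 0.0489, and the median difference over all 185 positions was 0.00771. It calls the SMC peak at the relocated *parS* of Flip 1-5 comparable to that at the native site, while the highest ratios here were 3.12 and 1.53; the FLAG-SMC libraries alone gave 3.61 and 2.33. It notes SMC at highly transcribed genes in WT and reads this as most likely an artifact of non-specific immunoprecipitation. Here the ratio to the untagged control was 0.999 at the 50 genes with the most RpoC and 0.992 at all genes. The FLAG-SMC library alone was higher at these 50 genes, with 1.10 against 0.994. The paper describes new SMC peaks in the inverted segment of Flip 2-5. The highest bin there was above that of WT and Flip 1-5 (1.58 against 1.25 and 1.43), while bins over 3 SD above mid-arm numbered 57 in WT and 26 in Flip 2-5. This cut is a ratio of 1.098 in WT and 1.183 in Flip 2-5, and at 4 SD the counts were 13 and 13.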

Other observations

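The comparisons with other splits of the libraries and with other places of the maps in this part were run after the results had been seen.

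Each count of positions from limma was set beside the counts from all other ways of splitting the same libraries into groups of the same sizes. For Flip 1-5 against WT the real grouping gave 0 positions, a count that all 35 splits reach whatever they hold, so the comparison decides nothing. The highest other split gave 23 positions, and what sets that split apart was not examined. The real count was also 0 for ParA(K20R) against ParA(WT) and for rifampicin in WT, where all 10 splits reach it (highest other 1 and 0), so nothing is decided there either.

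With rifampicin the inter-arm score changed by 0.117 in Flip 2-4, −0.137 in Flip 3-4 and −0.116 in Flip 4-5, and the contrast of the diagonal by −0.0281, −0.109 and −0.233. The ridge angle at separations of 1000 to 1190 kb in Flip 4-5 was −0.815 degrees with rifampicin and 17.07 degrees without.

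In unsynchronized cells with *parS* at +1800 kb the excess over WT, whose libraries were synchronized, was 0.507 between 150 and 300 kb from the inserted site, which none of 167 other places of the map reached, and 0.411 between 300 and 600 kb, which 35 places reached. The ridge angle of WT with rifampicin at separations of 200 to 390 kb was 11.9 ± 2.18 degrees (SD, n = 3), against −10.96 ± 3.93 degrees (SD, n = 3) without.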
